# *PagDET2* promotes cambium cell division and xylem differentiation in poplar stem

**DOI:** 10.3389/fpls.2022.923530

**Published:** 2022-08-26

**Authors:** Yao Wang, Yi Hao, Yakun Guo, Huixia Shou, Juan Du

**Keywords:** biomass, castasterone, *DEETIOLATED2*, vascular cambium, xylem differentiation, poplar

## Abstract

Secondary growth of the woody tree stem is governed by meristematic cell division and differentiation in the vascular cambium. Multiple hormonal signals and endogenous developmental programs regulate vascular cambium activity. Brassinosteroids (BRs) significantly promote secondary stem growth and wood formation in poplar trees. However, the underlying regulatory mechanisms of BRs within the vascular tissue remain unclear. Genetic and anatomical approaches were used here to elucidate the role of *PagDET2*, the rate-limiting enzyme for BRs biosynthesis, in regulating secondary vascular cambium activity in *Populus*. This study showed that the elevated endogenous castasterone (CS) levels in tree stems through overexpressing *PagDET2* could enhance cambium meristem cell activity and xylem (XY) differentiation to promote secondary stem growth. RNA-seq analysis revealed that genes involved in BRs response, vascular cambium cell division, XY differentiation, and secondary cell wall synthesis were up-regulated.

## Introduction

Secondary meristem cells within the secondary growth woody tree stem undergo periclinal and anticlinal cell division and differentiation to generate secondary phloem (Ph) outward and secondary xylem (XY) (wood) inward during secondary growth within the woody stem (Larson and Isebrand, 1974). The secondary XY differentiation process includes XY mother cell division, cell expansion, secondary cell wall formation, and programmed cell death (Plomion et al., 2001).

Multiple hormones regulate the cambium meristem activities in poplar trees. Auxin is important for regulating the cambium cell division and differentiation (Sundberg et al., 2000; Nilsson et al., 2008). Ectopic expression of cytokinin oxidase gene *CKX* can reduce cytokinin content in the cambium zone (CZ) and inhibit the apical growth and radial growth of transgenic poplar (Kakimoto, 2003; Nieminen et al., 2008). Overexpression of *IPT7*, which encodes a cytokinin synthase in poplar, can promote cell division in the CZ and increase the contents of cytokinin and auxin (Tuominen et al., 1997; Immanen et al., 2016). Overexpression of the *GA20* oxidase gene in hybrid poplar can increase gibberellin content, promote XY differentiation, and increase the cell length of wood fibers (Eriksson et al., 2000; Mauriat and Moritz, 2009). Treatment of hybrid poplar with gaseous ethylene or ethylene precursor ACC can promote cell division and wood formation in poplar trees (Love et al., 2009; Etchells et al., 2012). Overexpression of *PttACO1* can promote XY differentiation (Andersson-Gunneras et al., 2003; Love et al., 2009).

Brassinosteroids (BRs) are plant-specific steroid hormones that can promote secondary XY differentiation in poplar trees (Jin et al., 2017; Shen et al., 2018; Du et al., 2020; Fan et al., 2020). More than 70 active BRs synthesized from campesterol have been identified in the plant Kingdome. There are significant differences in end-products of BRs biosynthesis for angiosperms. The most active types of BRs are castasterone (CS) and brassinolide (BL), catalyzed by members of the *CYP85A* family of cytochrome P450 monooxygenases. In Arabidopsis and tomato (*Lycopersicon esculentum*), CS and BL are major bioactive BRs, and BL is the more active form than CS (Bishop et al., 2006). In contrast, rice seems to use CS as a bioactive BR instead of producing BL (Yamamuro et al., 2000). BRs are synthesized by a series of rate-limiting enzymes through early and late C-6 oxidation pathways (Fujioka and Yokota, 2003). *DWF4 (DWARF4)* encodes 22α-hydroxylase, and overexpression of *PtoDWF4* promotes wood growth and XY formation (Shen et al., 2018). *PtCYP85A3*, the last rate-limiting enzyme in the BR biosynthesis pathway in aspen hybrid, encodes a C-6 oxidase. Furthermore, overexpression of *PtCYP85A3* can elevate the content of CS and promote the poplar tree growth and XY formation without affecting the composition of cellulose and lignin, and cell wall thickness (Jin et al., 2017).

*DET2 (DEETIOLATED2)* encodes a 5α-reductase, an early rate-limiting enzyme in the BRs synthesis pathway. *DET2* acts at the second step in BL biosynthesis from (24R)-24-methylcholest-4-En-3-one to (24R)-24-methyl-5α-cholestan-3-one (Li et al., 1996; Fujioka et al., 1997; Noguchi et al., 1999). Overexpression of *PtoDET2* in *Populus tomentosa* can increase endogenous BRs content and increase the wood biomass (Fan et al., 2020). Furthermore, overexpression of *PagDET2* in *Populus alba* × *P. glandulosa* can increase wood formation (Du et al., 2020). However, the molecular function of *PagDET2* in vascular cambium cell division and differentiation needs further investigation. The molecular mechanism of BR’s function in regulating vascular cambium cell activity remains to be further elucidated.

In this study, the endogenous CS levels were elevated by overexpressing the rate-limiting enzyme *PagDET2* gene within the poplar stem. *PagDET2* overexpression lines showed increased CS level and enhanced cambium cell division and differentiation activity associated with the increased wood biomass. We further explored the gene expression changes in the primary stem (PS), bark (BA), and secondary XY domain of the *PagDET2* overexpression transgenic stems using RNA-seq methods. The results indicated that cell division, XY differentiation, and secondary cell wall synthesis-related genes were significantly altered in the *PagDET2* overexpression transgenic lines. This study provides candidates of BR responsive genes which function in vascular cambium cell division and wood development in poplar trees.

## Materials and methods

### Plant materials and growth conditions

The *Populus alba* × *P. glandulosa* “84K” was used in all experiments. Trees were transferred to soil and grown at 22°C for 16/8 h (light/dark). Poplar plants were watered according to the evapotranspiration demands during different growth stages.

### Sequence alignment and phylogenetic analysis

The amino acid sequences of DET2 proteins of different species: *Arabidopsis thaliana (At)*, *Populus trichocarpa (Potri)*, *Gossypium hirsutum (Gh)*, *Glycine max (Gm)*, *Oryza sativa (Os)*, *Ipomoea nil (In)*, *Lycopersicon esculentum (Le)*, and *Populus alba* × *P. glandulosa (Pag)* used in our experiments were obtained from the following website.^1^ Multiple sequence alignments were performed with MegAlign software.

### Construction of the *PagDET2* vector and generation of transgenic poplar plants

The full-length coding sequence of the *PagDET2* gene was cloned from the cDNA of 84K poplar using sequence-specific primers and was cloned into the overexpression vector pCAMBIA1300 driven by 35S promoter and transformed into poplar 84K. Fifteen independent transgenic lines were obtained and identified through quantitative reverse transcription-polymerase chain reaction (qRT-PCR). Three lines (*PagDET2*-OE1, *PagDET2*-OE2, and *PagDET2*-OE3) were used for further analysis according to their overexpression levels. The artificial microRNA was designed by amiRNA designer website.^2^ The miRNA sequence was selected as UACAAUCCAAACUUCCCUUU, and the corresponding target sequence was UUGUUAGUUGAAGGGAA. The knockdown expression vector driven by the 35S promoter was constructed. Ten independent transgenic lines were obtained and identified through qRT-PCR. Three lines (amiR-1, amiR-2, and amiR-3) were used for further analysis according to their expression levels. All primers used are listed in Supplementary Table 2. The transgenic materials used in this experiment were retransformed, completely different from the transgenic lines used in a previous study (Du et al., 2020).

### Brassinosteroid measurement

Brassinosteroids contents were detected by MetWare^3^ based on the AB Sciex QTRAP 6500 LC-MS/MS platform.

### Anatomical observations

Stems from wild-type and transgenic plants were fixed with 2.5% glutaraldehyde solution and subsequently passed over a graded ethanol series for histological observations. Then, the sections were embedded in resin. Sections (1–3 μm) were stained with 0.05% toluidine blue O (TBO) for 60 s and washed three times in water. Images were captured under a bright field using a LEICA DM6B microscope.

### Scanning electron microscopy

Cross-sections were obtained by dissecting transversely with a razor blade by hand, and the samples were fixed with 2.5% glutaraldehyde solution and subsequently passed over a graded ethanol series. The samples were dried in Hitachi HCP-2 critical point dryer. Then the samples were attached using double-sided sticky tapes and observed by the Hitachi SU-8010 scanning electron microscope (SEM).

### Statistical analysis

At least 3 biological repeats per transgenic line were analyzed using SPSS statistical software. Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001 for statistical analysis.

### RNA-seq

The shoot apical meristem and the first, the second, and the third elongating stem internodes were collected and pooled together as the PS. The secondary stem internodes from 5th to 12th were cut. The BA tissues, including differentiating Ph and cambium meristem cells, were harvested. The surface tissues of the trunk were harvested as XY. The PS, BA, and XY from tree stems were sampled from the 84K wild-type control and *PagDET2* overexpression lines. Sample methods are shown in Supplementary Figure 5. Total RNA was extracted by RNeasy Micro Kit (Cat # 74004, Qiagen) according to the standard procedure. The qualified RNA could be used for subsequent sequencing experiments. Sequencing libraries were synthesized using the TruSeq^®^ RNA sample preparation kit (Illumina, San Diego, CA, United States). The concentration and size of the constructed library were detected using Qubit^®^ 2.0 Fluorometer and Agilent 2100, respectively. Double-end sequencing was performed using a paired-end program. The sequencing was controlled by the data collection software provided by Illumina, and real-time data analysis was performed. Library construction and sequencing were performed in Shanghai Biotechnology Corporation.

### Sequencing, data processing, and analysis

The cDNA was sequenced using a high-throughput sequencing instrument (Illumina HiSeq 2000/2500, MiSeq). The spliced mapping algorithm of Hisat2 (version: 2.0.4) is applied to genome mapping of pre-processed Readfield (Kim et al., 2015). The genome version is P. trichocarpa_444_v3.1. StringTie (version: 1.3.0) was used to count the number of Fragments of each gene after the Hisat2 comparison, and then the trimmed mean of M values (TMM) method was used to normalize the field (Mortazavi et al., 2008; Pertea et al., 2015). Finally, the FPKM value of each gene was calculated by Perl script. The edgeR was used to analyze the difference gene between samples, and the *P*-value was obtained and corrected by multiple hypothesis tests (Robinson et al., 2010). The differentially expressed genes (DEGs) were selected using the following filter criteria: FDR ≤ 0.05 and fold-change ≥ 2. The Gene Ontology (GO) enrichment analysis using A_*GRI*_GO_*V*_2.0 was performed using R scripts based on a hypergeometric test to examine the biological significance of the DEGs. The same principle as GO enrichment can also be used for KEGG pathway enrichment analysis of differential genes.

### Weighted gene co-expression network analysis

The correlation coefficient and the average connection degree of the connection degrees k and p(k) under each power value were calculated by setting a series of soft-thresholding power values. The cut Height = 0.99 and the gene number ≥ 50 within a module were used as the threshold. The similarity among the modules was calculated with the module eigengene, which was defined as the first principal component of a given module and could be considered a representative of the gene expression profiles in a module. Then the expression trends among PS, BA, and XY of each module were obtained using the expression values of genes.

## Results

### Phylogenetic and expression pattern analysis of *PagDET2*

The phylogenetic tree of *PagDET2* among different species was plotted according to the distance of genetic relationship (Figure 1A and Supplementary Table 1). Multiple alignments of amino acid sequences between different species are shown in Supplementary Figure 1. Two genes of *Populus trichocarpa* have higher homology with *AtDET2*, i.e., Potri.005G047800 and Potri.016G110600. The expression profiles of these two genes were found in AspWood (Sundell et al., 2017). Potri.016G110600 showed higher expression in the early development of the XY (Supplementary Figure 2), so its 84K homology was selected as the follow-up study.

**FIGURE 1:**
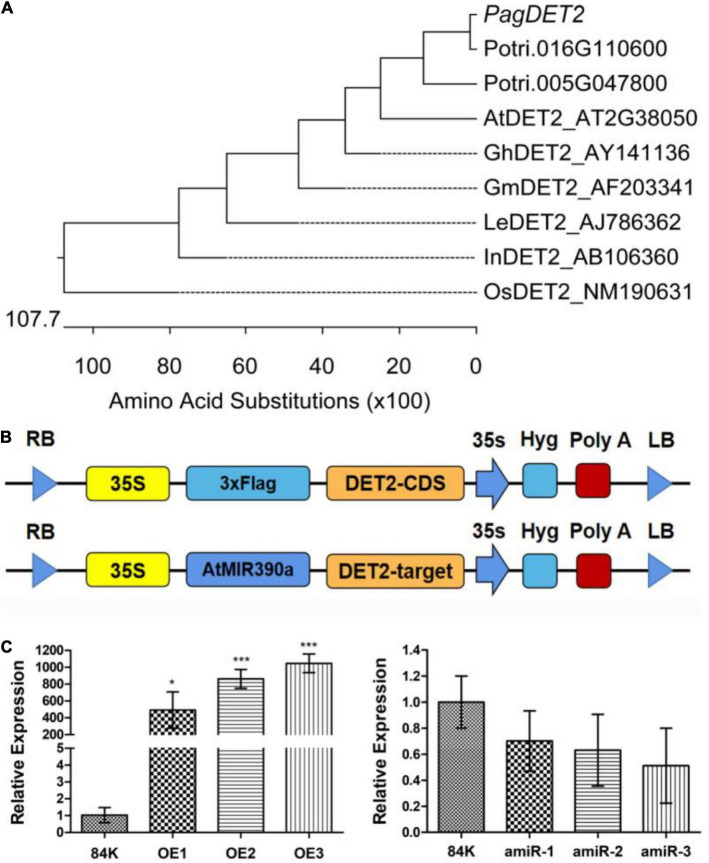
Phylogenetic analysis and identification of *PagDET2* transgenic lines. **(A)** The phylogenetic tree of *PagDET2* in different plant species was plotted by MegAlign software. **(B)** The schematic map of constitutive overexpression vector and artificial microRNA inhibition expression vector of *PagDET2*. **(C)** The transcription level of the *PagDET2* gene in different lines. Mean ± SD. * and *** indicated significant difference at *P* < 0.05 and *P* < 0.001, respectively (Student’s *t*-test).

### Overexpression of *PagDET2* elevated the content of castasterone and promoted the wood biomass in the poplar stem

Fifteen independent *PagDET2* overexpression lines and ten independent *PagDET2* knockdown lines were identified. The expression of *PagDET2* was detected by quantitative real-time PCR (Supplementary Table 2). Three independent transgenic lines that showed *PagDET2* up-regulation by 500-fold or greater based on qRT-PCR were selected for further study (Figures 1B,C).

Brassinosteroids concentration was measured by Agilent 1290 Infinity LC ultra-performance liquid chromatography. Compared with the wild-type 84K, the concentration of CS was significantly elevated in *PagDET2*-OE lines, while that of BL did not show significant changes (Figure 2).

**FIGURE 2:**
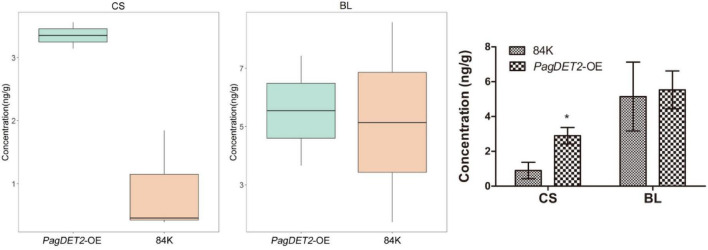
The CS and BL contents of *PagDET2* overexpression lines and wild-type controls. CS, castasterone; BL, brassinolide. Mean ± SD. *Indicate significant difference at *P* < 0.05 (Student’s *t*-test).

The phenotype of *PagDET2* overexpression lines was positively correlated with the gene expression level, and all regenerated transgenic lines showed a similar phenotype with enhanced stem secondary growth and wood biomass accumulation (Figure 3A). The *PagDET2* transgenic lines used in this study showed higher expression levels than those in a previous study (Du et al., 2020). Due to the similarity of *PagDET2* knockdown lines and wild-type control 84K in stem phenotypes, they were not used for further research (Supplementary Figure 3).

**FIGURE 3:**
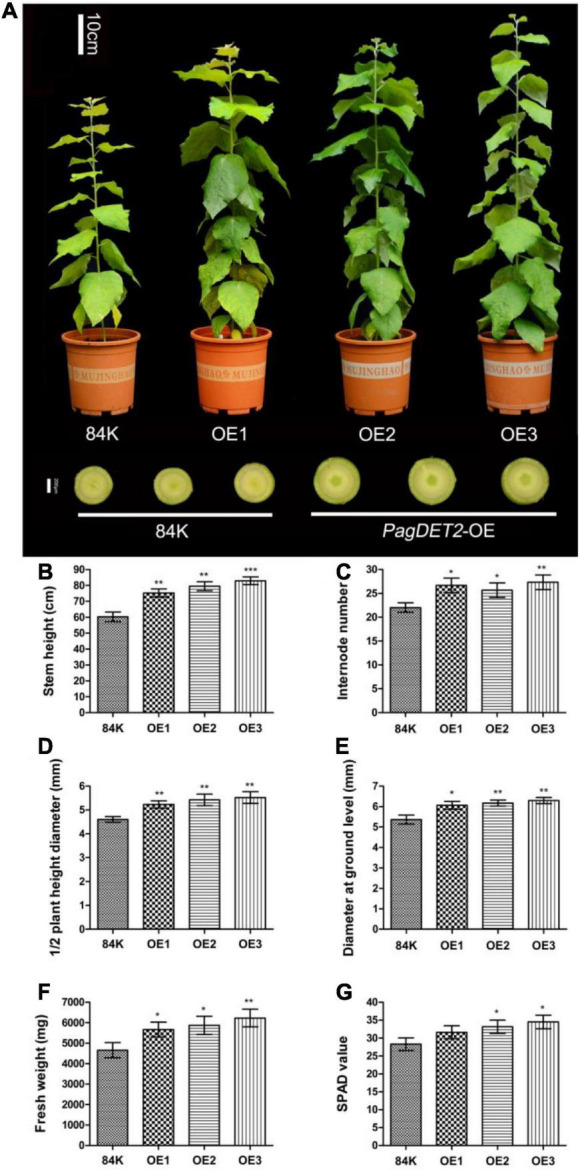
Growth comparisons of wild-type and *PagDET2* overexpression lines. **(A)** Phenotypes of 90-day-old 84K wild-type and *PagDET2* overexpression lines. **(B–G)** The stem height, internode number, 1/2 plant height diameter, ground diameter, fresh weight, and SPAD value of 84K wild-type and *PagDET2* overexpression lines. Mean ± SD. *, **, and *** showed significant difference at *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively (Student’s *t*-test).

*PagDET2*-OE lines exhibited a larger leaf area with dark green leaf color and a greater SPAD value than the wild-type controls. The stem phenotypes were characterized by elevated stem height and increased stem internode numbers and stem diameters (Figures 3A–E,G and Supplementary Table 3). Wood biomass was also significantly increased in the *PagDET2*-OE stems (Figure 3F and Supplementary Table 3), indicating that elevated CS levels in the *PagDET2*-OE lines could promote the wood biomass accumulation in poplar stem during secondary growth.

### *PagDET2* promotes the vascular cambium cells’ division and differentiation in poplar

Histology analysis was performed for the vascular tissues of *PagDET2*-OE stems and controls to further study the regulation of elevated CS on cell division and differentiation in the secondary vascular tissues. The *PagDET2*-OE lines had changes in stem development along the stem internode IN 3, 5, 7, and 9 (Supplementary Figures 4A,B). During the early initiation stage of secondary growth, the 3rd internode of non-transgenic controls and *PagDET2*-OE lines showed a typical primary vascular tissue structure with a discontinuous XY ring and few enlarged XY vessels (Supplementary Figure 4A IN3). At the 5th internode, *PagDET2*-OE lines already had continuous secondary XY rings, which were lacking in wild-type controls (Supplementary Figure 4A IN5). Histology results showed that the 7th and 9th internode of *PagDET2*-OE lines exhibited increased secondary XY and Ph domains compared with matched wild-type controls (Supplementary Figure 4A IN7 and IN9). The statistical analysis of cell numbers in both Ph and XY domains was significantly increased in the *PagDET2*-OE lines compared with the wild-type controls (Supplementary Figures 4C,D). In addition, the width of the secondary XY vessels in *PagDET2*-OE lines was significantly larger than that of wild-type controls (Figures 4E,F and Supplementary Table 3).

**FIGURE 4:**
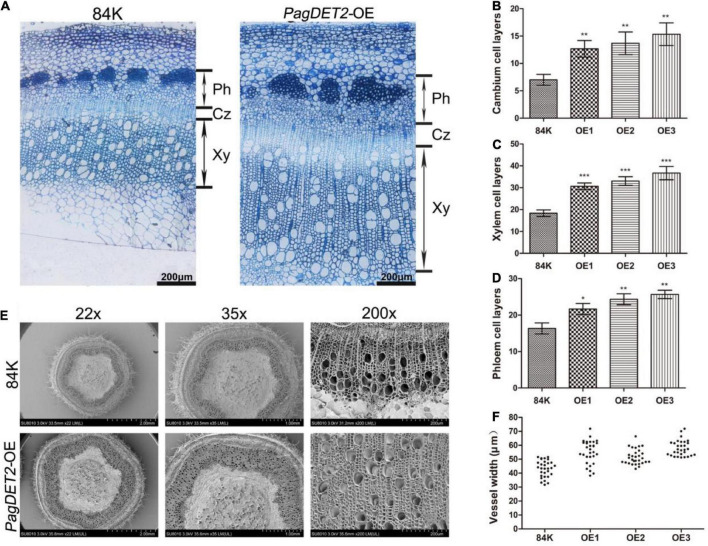
The 60-day-old wild-type and *PagDET2* overexpression lines anatomical observations and phenotypic statistics. **(A)** Toluidine blue stained cross-sections of the stem of 84K wild-type and *PagDET2* overexpression lines, bar = 100 μm. **(B–D)** The number of cambium cell layers, XY cell layers, and Ph cell layers of 84K wild-type and *PagDET2* overexpression lines. **(E)** SEM observation of 84K wild-type and *PagDET2* overexpression lines at different magnifications. **(F)** The vessel width of 84K wild-type and *PagDET2* overexpression lines was counted under SEM, and the width of 30 vessels was counted. CZ, cambium zone; XY, xylem; Ph, phloem; SEM, scanning electron microscope. Mean ± SD. *, **, and *** showed significant difference at *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively (Student’s *t*-test).

The stem anatomy results of *PagDET2*-OE lines revealed that *PagDET2* overexpression could affect the timing of the development of secondary meristems and enhance the cell division rates of secondary meristems, thus further promoting the meristem differentiation toward XY and Ph direction, respectively (Figures 4A–D and Supplementary Table 3).

### *PagDET2* enhances the expression of cambium division and differentiation genes

Genome-wide transcriptome analysis was performed using the RNA-seq method to further determine biological processes linked to *PagDET2* action. 

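RNA from 18 samples was sequenced, with 3 replicates of each of the 2 genotypes (84K wild-type and *PagDET2*-OE lines) in each of the 3 domains. The sample labels give DET2 overexpression as the genotype and do not name the transgenic line of a library. Effects of single lines can therefore not be told apart from that of overexpression. The trees were 2 months old. PS pooled the apex with internodes 1 to 3, whereas BA and XY came from internodes 5 to 12, by the paper's description. The sample labels name the parts differently, with shoot apical meristem for PS and cambium for BA. 84K is a hybrid of *Populus alba* and *P. glandulosa*, and its reads had been aligned by the authors to the genome of another species, *P. trichocarpa*, with HISAT2 and counted by gene with StringTie. The deposited table holds the authors' fragment counts and FPKM for 42950 gene models, of which 10158 had no count in any library and 15091 carried the symbol of an *Arabidopsis* gene. Library totals ranged from 7983668 to 12052409 counts. In 84K they lay between 9270918 and 9734848 (median 9357873) in PS, between 8407928 and 11379931 (median 10108345) in BA, and between 7983668 and 10851115 (median 8590238) in XY. In *PagDET2*-OE lines they lay between 8626730 and 10275441 (median 9703574) in PS, between 9117827 and 9680016 (median 9570439) in BA, and between 9134197 and 12052409 (median 10182031) in XY. Among the 84K samples, 50 of 51 genes of cellulose and xylan synthesis in the secondary wall were higher in XY than in BA, 17 of 21 phloem markers were lower in PS than in BA, and 37 of 41 genes of the epidermis and cuticle were higher in PS than in BA. *PagDET2*-OE and 84K samples were compared here within each domain on the counts, with TMM normalization, edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an adjusted p of at most 0.05 and a change of at least 2-fold, and a gene is called higher, lower, risen or fallen here at an adjusted p of at most 0.05 whatever its fold. Levels are CPM (counts scaled to library size) after TMM, given as mean ± SD with n = 3. A total of 28 gene lists, written before the data were examined and later cleared of genes of other families that share a symbol, were tested as sets with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. The set tests that passed with the estimated correlation were those of cytosolic ribosomal proteins, histones and flavonoid synthesis in PS, lignin synthesis in BA, and genes like those of organelle genomes in XY. In simulated counts, the quasi-likelihood test recovered 88.1% of genes changed 2-fold in PS, 84.8% in BA and 73.1% in XY, at an adjusted p of at most 0.05 whatever the fold. These shares are not those of DEGs. The genes raised 2-fold had median log2 fold changes of 1.02, 1.02 and 0.977, at the cutoff for DEGs.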

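The gene carried by the construct was far higher in every sample of the overexpression lines. Potri.016G110600 (*DET2*), a steroid reductase of BR synthesis, lies on chromosome 16 from 11305579 to 11306422. In 84K its FPKM was 7.81 ± 2.11 (SD, n = 3) in PS, 8.65 ± 0.703 in BA and 6.96 ± 1.71 in XY. In *PagDET2*-OE lines it was 1826 ± 138 in PS, 3067 ± 72.7 in BA and 2459 ± 41.5 in XY. The log2 fold change was 7.88 in PS (standard error 0.18, adjusted p = 8.5e-06 from edgeR's quasi-likelihood test). From the same test it was 8.47 in BA (standard error 0.06, adjusted p = 6.02e-18) and 8.54 in XY (standard error 0.14, adjusted p = 5.11e-09). The 9 overexpression libraries held between 12777 and 25649 counts of this gene and the 9 wild-type libraries between 46 and 81. Transcripts of the transgene and of the endogenous gene are counted together in these values. Its paralog Potri.005G047800 had no count in any of the 18 libraries, which allows up to 0.249 to 0.376 CPM per library (3 counts of the total). Such limits cover counting error only.

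**Figure D1:**
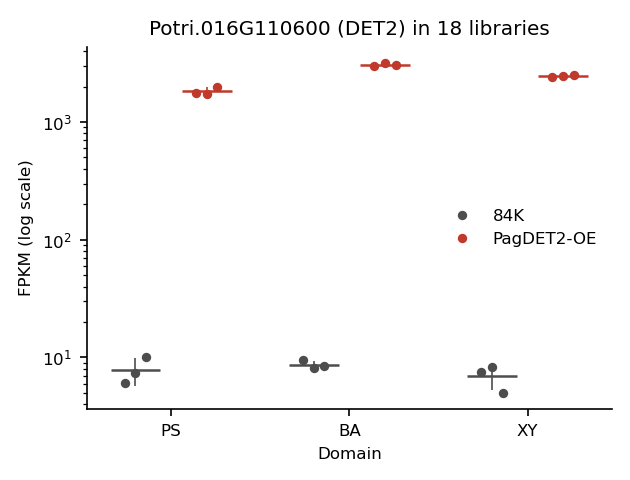
FPKM of Potri.016G110600 on a log scale in each of the 18 libraries, by domain and genotype, with horizontal lines at the mean and vertical lines of 1 SD (n = 3). The 84K means lie between 6.96 and 8.65 FPKM and the *PagDET2*-OE means between 1826 and 3067 FPKM.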

Three trees of *PagDET2*-OE lines and wild-type controls were used for analysis. The RNA libraries were sampled from PS, BA, and XY of *PagDET2*-OE lines and wild-type controls (Supplementary Figure 5). RNA sequencing raw data can be obtained in the GEO repository. The differential genes of wild-type controls and *PagDET2*-OE lines were displayed according to tissue types.

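XY had the most DEGs and BA the largest share of higher ones. In PS, 113 genes were higher and 128 lower in *PagDET2*-OE lines, 241 DEGs of 23971 genes tested with edgeR's quasi-likelihood test. In BA, 211 were higher and 83 lower (294 of 23651 genes tested), and in XY 245 were higher and 415 lower (660 of 21273). Of the DEGs in XY, 77 of the lower ones are gene models like genes of the plastid or mitochondrial genome, as are 18 of the higher ones in BA. Without such genes the DEGs number 239 in PS, 276 in BA and 583 in XY. Of these, 7 of the 193 higher ones in BA and 10 of the 338 lower ones in XY lie within 10000 bp of such a gene. Among other genes tested the shares were 0.818% and 0.821% (two-sided Fisher's exact test, p = 0.00127 and 0.000684). The counts may thus not be free of the organelle-like signal. Potri.003G063300, a kinase-related protein of unknown function on chromosome 3 (9166931 to 9175302), rose in every domain. Its level went from 35.4 ± 1.93 to 201 ± 17.2 CPM in PS (log2 fold change 2.51, standard error 0.07, adjusted p = 4.81e-12), with log2 fold changes of 2.52 in BA and 2.72 in XY. Other large rises in PS were *DGK2* (Potri.005G070900), a diacylglycerol kinase, with 2.36 on the log2 scale and the calcium-binding EF-hand protein Potri.012G048200 with 2.25. In BA the acyltransferase Potri.016G112400 rose by 2.67 and *FSD2* (Potri.015G110400), a plastid superoxide dismutase, by 1.59. In XY the 2-oxoglutarate oxygenase Potri.002G078600 went from 32.2 ± 3.60 to 254 ± 7.61 CPM, and *WRKY40* (Potri.001G044500), a transcription factor of defence, from 1.40 ± 0.488 to 10.4 ± 1.41 CPM. Among the falls, *ASN1* (Potri.009G072900), which makes asparagine, went from 104 ± 1.66 to 34.5 ± 1.26 CPM in PS (log2 fold change -1.59, standard error 0.06, adjusted p = 1.74e-10). *BGLU32* (Potri.005G059500), a beta-glucosidase, went from 12.3 ± 1.39 to 0.844 ± 0.187 CPM in BA (log2 fold change -3.84). The serine carboxypeptidase *scpl31* (Potri.004G037800) went from 14.0 ± 1.58 to 2.20 ± 0.973 CPM in XY (log2 fold change -2.62). DEGs higher in both BA and XY numbered 23, where 0.97 would be shared by chance (Fisher's exact test, two-sided p = 2.17e-25), while 27 were higher in BA and lower in XY. No chance value was computed for these 27. Organelle-like genes, which were not counted apart here, may be among them. The Fisher test takes the 2 domains as independent, although their libraries may come from the same trees. *DET2*, Potri.003G063300, an *AGO2*-like gene (Potri.015G117350) and a GDSL lipase (Potri.010G230100) were higher in all 3 domains.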

*PagDET2*-OE lines showed differential expression of 375 genes in PS, 574 genes in BA, and 1,052 genes in XY compared with wild-type controls (Figures 5A,D,G and Supplementary Tables 4–6). The DEGs of PS were associated with the biological processes related to photosynthesis, BRs biosynthesis, biosynthesis of secondary metabolites, cell wall macromolecule catabolic process, cellular glucan metabolic process, and oxidative stress (Figures 5B,C and Supplementary Tables 7, 10) according to GO and KEGG enrichment analyses. 

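In PS, nuclear photosystem genes that rose did so by less than 2-fold, flavonoid genes rose as a set, and 4 basic chitinases fell. Of 61 nuclear genes of the photosystems, 29 were higher and 1 lower (31 and 1 adjusted over the list alone), and none of them was a DEG. *PSAD-2* (Potri.008G151600), a subunit of photosystem I, went from 118 ± 4.02 to 178 ± 14.1 CPM (log2 fold change 0.59, standard error 0.06, adjusted p = 1.39e-05 from edgeR's quasi-likelihood test). Camera gave this list an adjusted p of 5.57e-12 (adjusted p = 0.348 with an estimated correlation). Of 15 genes of BR synthesis, *DET2* was higher and *DWF4* lower (1 and 2 adjusted over the list alone). *DWF4* (Potri.007G026500), a steroid hydroxylase, went from 39.8 ± 0.541 to 28.7 ± 2.28 CPM (log2 fold change -0.47, adjusted p = 0.00128). *BAS1* (Potri.003G192300), which inactivates BRs, went from 40.8 ± 1.39 to 26.9 ± 0.688 CPM (log2 fold change -0.60, adjusted p = 0.000105). In secondary metabolism, 15 of 41 genes of flavonoid synthesis were higher and 1 lower (18 and 1 adjusted over the list alone), with a camera adjusted p of 3.84e-06 (adjusted p = 0.0379 with an estimated correlation). *LDOX* (Potri.001G113100), which makes anthocyanidins, went from 91.9 ± 6.20 to 151 ± 5.83 CPM (log2 fold change 0.72, adjusted p = 1.39e-06). Of 61 genes of chitinases and pathogenesis-related proteins, 8 were higher and 8 lower (11 and 9 adjusted over the list alone). The camera test of that list gave an adjusted p of 0.853. Its 5 DEGs, of which the basic chitinases Potri.004G182000, Potri.009G141800, Potri.009G142100 and Potri.009G142300 were lower and *TLP-3* (Potri.014G040700), a thaumatin-like protein, was higher (adjusted p = 0.0105, and 0.0522 without OE replicate 1), were more than a random draw would give (one-sided Fisher's exact test over 28 lists, adjusted p = 0.0104). That test takes genes as independent, but Potri.009G141800, Potri.009G142100 and Potri.009G142300 lie close together on chromosome 9, between 11283289 and 11310967. Potri.009G142100 went from 13.5 ± 0.333 to 4.10 ± 0.596 CPM (log2 fold change -1.71, standard error 0.15, adjusted p = 2.05e-06). Of 21 *XTH* genes, which remodel xyloglucan, 5 were higher and 3 lower (5 and 4 adjusted over the list alone). Of 39 peroxidases, 8 were higher and 6 lower (the same counts adjusted over the list alone), and their 3 DEGs gave an adjusted p of 0.0655.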

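Many kinesins, tubulins and microtubule-associated proteins rose in the bark of *PagDET2*-OE lines. Of 90 such genes tested in BA, 44 were higher and 2 lower in the overexpression lines (55 and 5 adjusted over the list alone), and 11 were DEGs (one-sided Fisher's exact test, adjusted p = 2.21e-07). Camera gave an adjusted p of 8.93e-13 (adjusted p = 0.24 with an estimated correlation). The microtubule motor gene Potri.006G082900 went from 24.0 ± 0.453 to 50.0 ± 7.93 CPM (log2 fold change 1.06, standard error 0.11, adjusted p = 4.21e-05 from edgeR's quasi-likelihood test). The kinesin Potri.002G110600 went from 18.9 ± 0.638 to 39.0 ± 1.88 CPM (log2 fold change 1.04), and *TUA6* (Potri.017G081000), an alpha tubulin, from 209 ± 6.17 to 315 ± 7.37 CPM (log2 fold change 0.60, adjusted p = 1.01e-05). Cytosolic ribosomal proteins, which make peptides, stayed close to the wild type: of 184 genes, none was higher and 2 were lower (1 lower adjusted over the list alone). *RPL19e* (Potri.004G078000) was one of these, at 954 ± 43.5 and 706 ± 52.6 CPM (log2 fold change -0.43, adjusted p = 0.000259). Gene models like genes of the organelle genomes, among them photosystem and plastid ribosome genes, were higher for 18 of 107 and lower for none (23 and 0 adjusted over the list alone), with a camera adjusted p of 4.17e-21 (adjusted p = 0.24 with an estimated correlation). With some nuclear genes of ribosomal proteins that the list also holds, they took 0.193 ± 0.0315% of the counts in 84K. In *PagDET2*-OE lines they took 0.387 ± 0.122%, and replicate 3 alone had 0.528%. Of 57 nuclear photosystem genes, 9 were higher and 1 lower (13 and 2 adjusted over the list alone), with a camera adjusted p of 0.0232 (adjusted p = 0.24 with an estimated correlation). *LHCB1.4* (Potri.005G239200), an antenna protein, went from 78.5 ± 0.797 to 104 ± 7.23 CPM (log2 fold change 0.41, adjusted p = 0.00163).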

The DEGs of BA were associated with the peptide biosynthetic process, microtubule-based process, photosynthesis, and metabolic pathways (Figures 5E,F and Supplementary Tables 8, 11). The DEGs of XY were associated with cellular glucan metabolic process, macromolecule biosynthetic process, BRs biosynthesis, MAPK signaling pathway, photosynthesis, and nitrogen compound metabolic process (Figures 5H,I and Supplementary Tables 9, 12) according to GO and KEGG analyses.

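In XY, some genes of BR synthesis and xyloglucan remodeling rose, and gene models like genes of the organelle genomes fell. Of 14 genes of BR synthesis, 6 were higher and 1 lower (7 and 1 adjusted over the list alone), and 5 were DEGs. These include *DET2*, the gene of the construct, and 1 lower gene, *CPD* (Potri.010G189800; log2 fold change -1.56, adjusted p = 0.000872). With *DET2* left out, which was chosen after the values were seen, the 4 DEGs among 13 genes gave an adjusted p of 0.00487 (one-sided Fisher's exact test). Camera then gave an adjusted p of 0.0131 (adjusted p = 0.372 with an estimated correlation). *CYP85A2* (Potri.017G099000), which turns castasterone into brassinolide, went from 1.21 ± 0.281 to 5.19 ± 1.23 CPM (log2 fold change 2.12, standard error 0.30, adjusted p = 5.77e-05 from edgeR's quasi-likelihood test). *CYP85A1* (Potri.004G117700), which makes castasterone, went from 7.01 ± 1.81 to 16.0 ± 1.02 CPM (log2 fold change 1.17, adjusted p = 7.48e-05). *CYP90D1* (Potri.001G200100), a C-23 hydroxylase of the pathway, had a log2 fold change of 1.39. The *XTH* list, for glucan metabolism, had 8 of 19 genes higher and 4 lower (11 and 5 adjusted over the list alone), with 6 DEGs (adjusted p = 0.000234 from the Fisher test), and its camera call was lost with an estimated correlation (adjusted p = 0.324). Of 97 gene models like organelle genes, 1 was higher and 77 were lower (2 and 78 adjusted over the list alone). Their median log2 fold change was -4.77, or -4.69 with the 14 genes at or under 3 counts in a group set to their bound, and the camera adjusted p was 1.87e-46 (adjusted p = 0.0286 with an estimated correlation). Among them, the ATPase subunit Potri.019G028600 went from 87.9 ± 11.8 to 1.16 ± 0.258 CPM. Members of this list, which also holds some nuclear genes of ribosomal proteins, took 0.272 ± 0.0082% of the counts in 84K and 0.069 ± 0.0021% in *PagDET2*-OE lines. Of 55 nuclear photosystem genes, 2 were higher and 2 lower (2 and 1 adjusted over the list alone). In nitrogen metabolism, 2 of 14 genes were higher and 2 lower, with the same counts adjusted over the list alone. Copies of *GLN1;1*, a glutamine synthetase, moved apart, from 249 ± 7.99 to 341 ± 10.7 CPM for Potri.007G069600 (adjusted p = 2.9e-06) and from 4.00 ± 0.200 to 1.49 ± 0.147 CPM for Potri.004G085400 (adjusted p = 0.00107). No list of MAPK signaling genes was tested here.

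**Figure D2:**
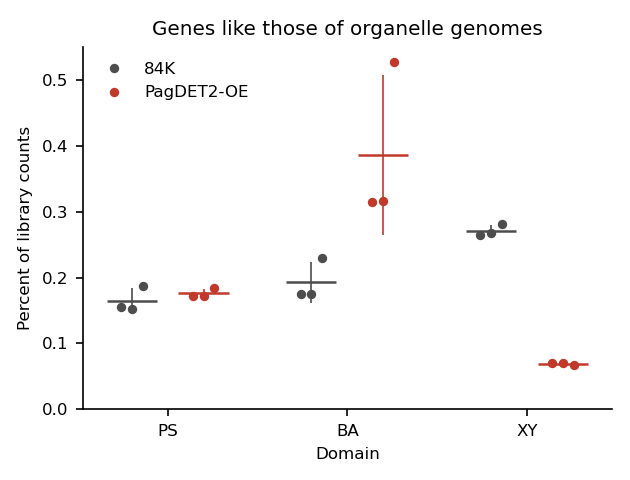
Percent of library counts in gene models like genes of the organelle genomes, in each of the 18 libraries by domain and genotype, with the mean and 1 SD (n = 3). In XY the means are 0.272% in 84K and 0.069% in *PagDET2*-OE lines, and in BA 0.193% and 0.387%, the latter with 0.528% in replicate 3. Some nuclear genes of ribosomal proteins are in this list too.

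**Figure D3:**
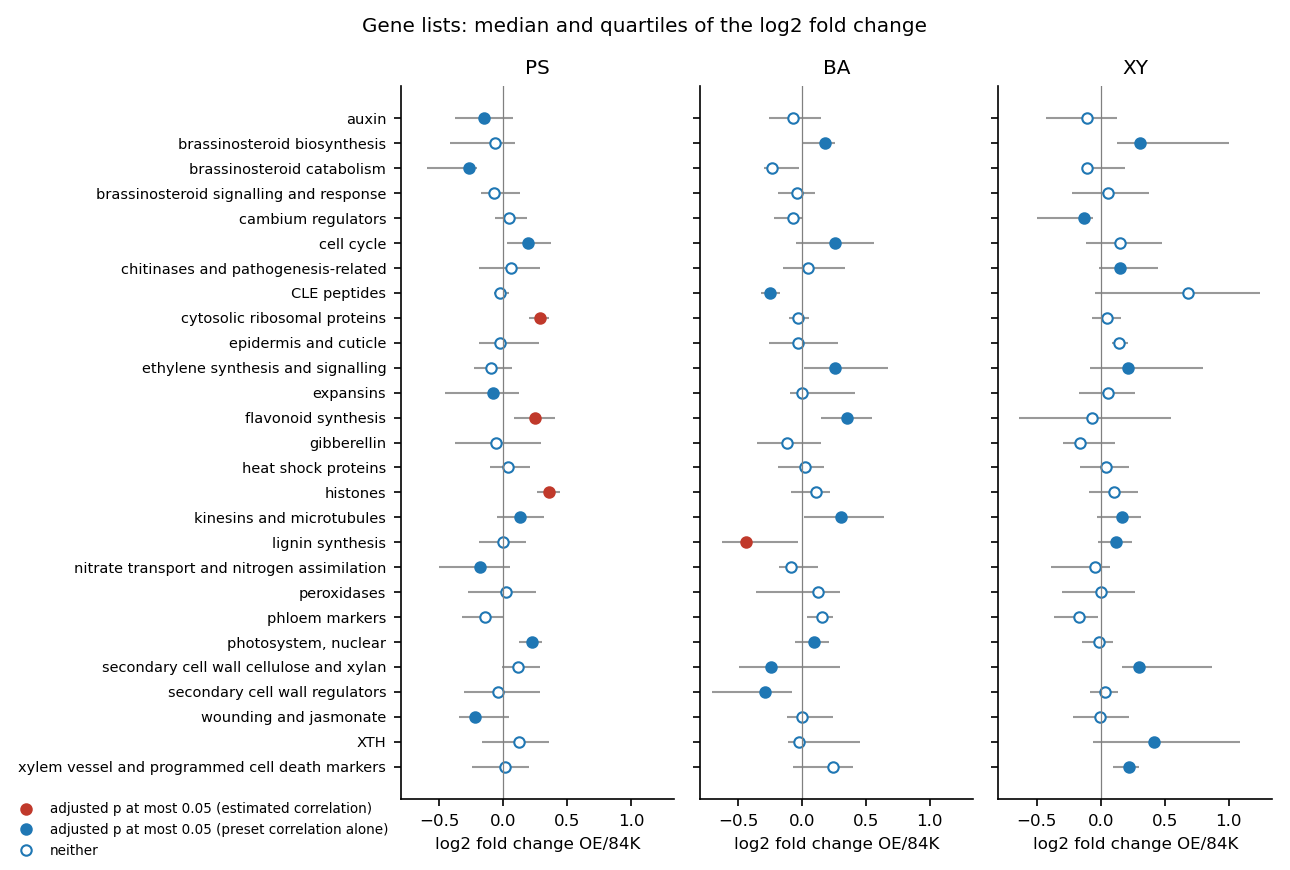
Median (points) and quartiles (lines) of the log2 fold change between *PagDET2*-OE and 84K over the tested genes of each list in PS, BA and XY, with points filled where camera passed; the list of organelle-like genes is left out of the plot. Cytosolic ribosomal proteins have a median of 0.29 in PS, -0.03 in BA and 0.05 in XY, the last turning to -0.01 when libraries are scaled by their totals alone.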

**FIGURE 5:**
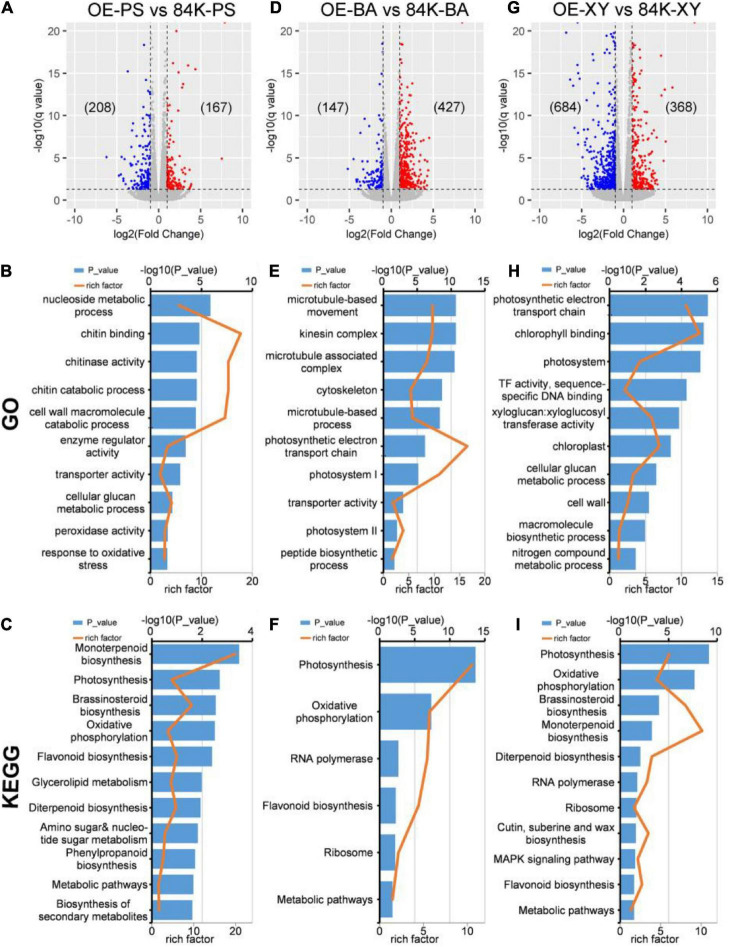
DEGs analysis of wild-type and *PagDET2* overexpression lines. **(A–C)** The volcano plot, GO enrichment analysis, KEGG enrichment analysis of PS domain; **(D–F)** the volcano plot, GO enrichment analysis, KEGG enrichment analysis of BA domain; **(G–I)** the volcano plot, GO enrichment analysis, KEGG enrichment analysis of XY domain. DEGs, differentially expressed genes; PS, primary stem; BA, bark; XY, xylem.

Representative DEGs are shown in Figure 6. 

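Figure 6 names 30 genes. Apart from *DET2*, 1 was a DEG higher in PS (*CYCD5;1*) and 2 were DEGs lower there (*XTH5* and *XTH33*), of 17 with enough counts to be tested. In BA, 7 of 16 were DEGs, all higher: *ARGOS*, *BEE1*, *NRT1.5*, *CYCB1;4*, *GH3.1*, *NAC036* and a GEM-like gene. By less than 2-fold, *ACO1*, *EBF1* and *BEE1* also rose in PS and *XTH5*, *XTH33* and *EBF1* in BA. The PS call of *BEE1* (log2 fold change 0.93, adjusted p = 0.0134) is lost without 84K replicate 1 (0.71, adjusted p = 0.0741). In XY, 10 of 16 were DEGs higher (*XTH5*, *XTH26*, *XTH33*, *ARGOS*, *BEE1*, *EBF1*, *CLE13*, *CLE20*, *CYCP4;1* and *ACO1*) and 2 were DEGs lower (*PsaA* and *PsbC*). With a block for the replicate number, *PsbC* is lower in PS (log2 fold change -1.46, adjusted p = 0.000382, against 0.389 without the block) and *PsaA* and *PsbC* are higher in BA (2.30 and 2.39, adjusted p = 0.000169 and 1.41e-06, against 0.127 and 0.136). *BEE1* (Potri.012G055700, chromosome 12, 5729189 to 5730752; *BEE3* in the deposited table) encodes a transcription factor induced by BRs. It went from 10.4 ± 1.28 to 50.5 ± 2.57 CPM in BA (log2 fold change 2.28, standard error 0.10, adjusted p = 4.22e-08 from edgeR's quasi-likelihood test) and from 5.62 ± 2.13 to 32.7 ± 0.350 CPM in XY (2.51, 0.18 and 1.73e-07). *ARGOS* (Potri.007G146401, chromosome 7, 15527611 to 15529537), which enlarges organs, went from 13.3 ± 0.381 to 32.9 ± 0.634 CPM in BA and from 20.2 ± 3.15 to 71.7 ± 7.90 CPM in XY. *NRT1.5* (Potri.001G145200), a nitrate transporter, went from 6.33 ± 2.34 to 26.0 ± 1.56 CPM in BA (log2 fold change 2.02, adjusted p = 0.00017). The peptide gene *CLE13* (Potri.008G115600) went from 10.6 ± 1.79 to 24.9 ± 1.45 CPM in XY, and *EBF1* (Potri.006G068500), an F-box protein that binds EIN3, from 47.7 ± 0.353 to 125 ± 5.07 CPM. The BA calls of *GH3.1* (adjusted p = 0.0208), *NAC036* (0.0375) and the GEM-like gene (0.0107) are each lost when certain single libraries are left out. In the fits that lose a call, the log2 fold changes lay between 1.063 and 1.545. Without 1 replicate the adjusted p rose to between 0.0552 and 0.103 for *GH3.1* (OE replicates 2 or 3, 84K replicates 1 or 2). It rose to between 0.0626 and 0.164 for *NAC036* (any but OE replicate 1) and to between 0.0512 and 0.0645 for the GEM-like gene (OE replicates 1 or 2, 84K replicate 2). *EIN3* (Potri.008G011300), a transcription factor of the ethylene response, had 129, 107 and 135 counts in BA of 84K and 2425, 2497 and 189 in BA of *PagDET2*-OE lines (log2 fold change 3.84, adjusted p = 0.132; 4.37 and 1.66e-07 without OE replicate 3). *SCL5* (Potri.001G361700) had 42, 34 and 92 counts in XY of 84K and 40, 820 and 903 in XY of *PagDET2*-OE lines (log2 fold change 3.21, adjusted p = 0.17; 3.74 and 2.04e-05 without OE replicate 1). The counts of both genes also switch between low and high replicates in other groups of either genotype: *EIN3* had 104, 788 and 141 in XY of 84K and 816, 84 and 0 in XY of *PagDET2*-OE lines, and *SCL5* had 27, 315 and 318 in PS of 84K and 307, 29 and 359 in PS of *PagDET2*-OE lines.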

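*CYCD5;1* rose in PS, *CYCB1;4* in BA and *CYCP4;1* in XY. *CYCD5;1* (Potri.007G055300, chromosome 7, 5809515 to 5811111), a D-type cyclin of entry into the cell cycle, went from 2.82 ± 0.357 CPM (SD, n = 3) in 84K to 5.94 ± 0.743 CPM in *PagDET2*-OE lines in PS. The log2 fold change was 1.08 (standard error 0.20, adjusted p = 0.00183 from edgeR's quasi-likelihood test). In BA it had 1 count over the 3 libraries of each genotype. *CYCB1;4* (Potri.009G066600, chromosome 9, 6693684 to 6697073), a B-type cyclin of mitosis, went from 1.43 ± 0.328 to 4.07 ± 0.280 CPM in BA (log2 fold change 1.51, standard error 0.26, adjusted p = 0.0017). In PS it had 5.27 ± 0.828 and 6.54 ± 0.473 CPM (log2 fold change 0.31, standard error 0.18, adjusted p = 0.268, 95% interval up to 0.80). *CYCP4;1* (Potri.014G050400), a P-type cyclin, had 20.2 ± 0.571 and 22.9 ± 1.23 CPM in PS (log2 fold change 0.18, standard error 0.10, adjusted p = 0.23, 95% interval up to 0.45). In BA it had 4.99 ± 0.827 and 7.09 ± 1.48 CPM (log2 fold change 0.50, standard error 0.20, adjusted p = 0.129, 95% interval up to 1.06). In XY it went from 2.30 ± 0.759 to 6.52 ± 0.605 CPM (log2 fold change 1.47, standard error 0.24, adjusted p = 0.000318).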

Cambium cell division genes, including different genes for encoding cyclin family proteins (*CYCD5; 1*, *CYCP4; 1*, and *CYCB1; 4*), were significantly up-regulated in the PS and BA domain of *PagDET2*-OE lines (Supplementary Tables 4, 5). Secondary cell wall deposition-related genes, including *XTH5*, *XTH26*, and *XTH33*, were significantly up-regulated in the XY domain of *PagDET2*-OE lines (Supplementary Table 6). 

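*XTH5* (Potri.003G159700, chromosome 3, 17131252 to 17133475) went from 16.5 ± 1.12 CPM in 84K to 48.9 ± 2.52 CPM in *PagDET2*-OE lines in XY (log2 fold change 1.57, standard error 0.09, adjusted p = 1.82e-09 from edgeR's quasi-likelihood test). *XTH33* (Potri.014G115000, chromosome 14, 8968037 to 8969555) went from 8.04 ± 0.744 to 17.6 ± 2.28 CPM (log2 fold change 1.13, standard error 0.14, adjusted p = 2.31e-05). *XTH26* (Potri.006G160700, chromosome 6, 15208420 to 15210122) went from 0.475 ± 0.103 to 3.44 ± 0.663 CPM (log2 fold change 2.84, standard error 0.38, adjusted p = 3.18e-05), on 13 counts over the 3 wild-type libraries and 105 over the overexpression libraries. In each of these genes, every overexpression library was above every wild-type library. Other members moved as well: *XTH23* (Potri.013G005700) went from 9.24 ± 0.936 to 25.4 ± 5.22 CPM (adjusted p = 1.98e-06) and *XTH16* (Potri.002G236200) from 31.2 ± 1.52 to 52.0 ± 4.80 CPM (adjusted p = 1.31e-05). *XTH28* (Potri.010G102300) fell from 128 ± 8.32 to 86.5 ± 2.32 CPM (adjusted p = 3.95e-06). The camera test of the 19 tested *XTH* genes gave a median log2 fold change of 0.42 and an adjusted p of 0.011 (adjusted p = 0.324 with an estimated correlation).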

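Some auxin genes fell in PS, and some genes of the BR response rose in XY. Of 113 auxin genes tested in PS, 2 were higher and 30 lower in *PagDET2*-OE lines (7 and 37 adjusted over the list alone). The median log2 fold change was -0.15 and the camera adjusted p 0.000237 (adjusted p = 0.0756 with an estimated correlation). *PIN2* (Potri.014G146800), an auxin efflux carrier, fell from 65.3 ± 1.72 to 42.4 ± 1.31 CPM (log2 fold change -0.62, standard error 0.07, adjusted p = 1.62e-05 from edgeR's quasi-likelihood test). In BA, 9 of 92 auxin genes were higher and 16 lower (10 and 17 adjusted over the list alone), and in XY 11 of 78 were higher and 19 lower (11 and 22 adjusted over the list alone). The auxin importer *LAX3* (Potri.002G087000) fell from 58.2 ± 4.40 to 34.9 ± 1.29 CPM in BA, and *GH3.6* (Potri.001G410400), which conjugates auxin, from 12.3 ± 1.03 to 4.65 ± 0.420 CPM in XY. Of the genes of BR signaling and response, 6 of 50 were higher and 6 lower in PS (6 and 8 adjusted over the list alone), 5 of 55 higher and 5 lower in BA (6 and 7), and 15 of 51 higher and 7 lower in XY (16 and 7). In XY camera gave that list an adjusted p of 0.112 (adjusted p = 0.248 with an estimated correlation). *EXL2* (Potri.005G163000), a BR-induced gene of cell expansion, rose from 0.388 ± 0.129 to 4.46 ± 0.926 CPM in PS (log2 fold change 3.47, standard error 0.35, adjusted p = 6.55e-06). In XY, *ARL* (Potri.017G001400), which promotes cell expansion after BRs, rose from 39.0 ± 2.97 to 71.5 ± 4.08 CPM (adjusted p = 4.31e-07) and the BR-signaling kinase *BSK1* (Potri.005G249300) from 55.6 ± 1.73 to 86.2 ± 8.75 CPM (adjusted p = 1.47e-05).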

Many hormone-related genes had changes in transcription levels. 

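*GA20ox2* (Potri.007G103800), a gibberellin 20-oxidase, was near the limit of detection in PS. It had 0, 3 and 2 counts in the wild-type libraries and 5, 10 and 10 in the *PagDET2*-OE libraries. Over the library totals this is a ratio of 4.96, with an exact 95% interval for counting error from 1.86 to 16.6. These counts are below the minimum that edgeR's filterByExpr sets, so the gene was not among those tested. Without a filter on low counts its log2 fold change was 2.24 (adjusted p = 0.038 from edgeR's quasi-likelihood test).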

Gibberellins synthesis-related gene *GA20ox2* was up-regulated in the PS domain (Supplementary Table 4). 

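*ACO1* rose in XY, and *ERF1* had few counts in BA. *ACO1* (Potri.006G151600, chromosome 6, 13269714 to 13270832), the ACC oxidase of the last step of ethylene synthesis, went from 2.22 ± 0.113 CPM in 84K to 9.99 ± 2.23 CPM in *PagDET2*-OE lines in XY. The log2 fold change was 2.17 (standard error 0.22, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test). In PS *ACO1* went from 8.54 ± 0.189 to 13.6 ± 1.19 CPM (log2 fold change 0.67, adjusted p = 0.00209), and in BA it had 4.23 ± 0.424 and 6.25 ± 0.6 CPM (log2 fold change 0.56, adjusted p = 0.0618). *ERF1* (Potri.005G223200) had 1, 2 and 2 counts in BA of 84K and 7, 12 and 13 in BA of *PagDET2*-OE lines, which is a ratio of 6.74 over the library totals, with an exact 95% interval for counting error from 2.61 to 22.2. *ERF1* also fell below the minimum count for testing, and without a filter on low counts its log2 fold change was 2.66 (adjusted p = 0.0102).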

Ethylene synthase encoding gene *ACO1* was up-regulated in the XY domain, and ethylene signal transcription factor coding gene *ERF1* was up-regulated in the BA domain (Supplementary Tables 5, 6). Some of these genes were further verified by qRT-PCR (Figure 7).

**FIGURE 6:**
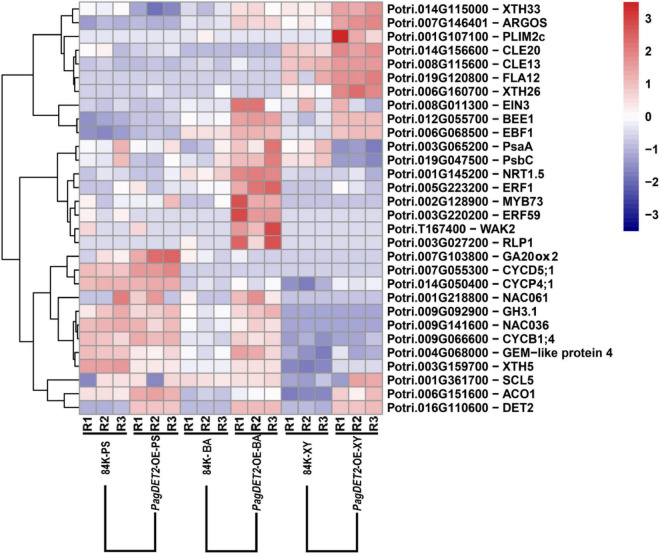
Representative gene expression in the heatmap. Heatmap shows representative gene expression across all the 18 samples, including cell cycle protein-encoding genes *CYCD*, *CYCB*; cell wall biosynthesis-related genes *XTHs*; transcription factor encoding gene *ERF1* and ethylene synthase encoding gene *ACO1* responding to ethylene signal.

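The effect of *PagDET2* overexpression on several of these genes differed between the domains when the difference itself was tested in 1 fit of all 18 libraries. The effect on *ARGOS* was larger in BA than in PS (difference 1.22 on the log2 scale, standard error 0.21, adjusted p = 0.000402 from edgeR's quasi-likelihood test) and larger in XY than in BA (0.57, standard error 0.18, adjusted p = 0.0309). *BEE1* had a larger effect in BA than in PS, by 1.34 (adjusted p = 0.00424), while XY and BA did not differ by this test (0.27, adjusted p = 0.495). *ACO1* had a larger effect in XY than in PS, by 1.53 (standard error 0.25, adjusted p = 0.000184), and than in BA, by 1.66 (adjusted p = 0.000111). *CYCB1;4* had a larger effect in BA than in PS, by 1.19 (standard error 0.38, adjusted p = 0.0469), and *CYCP4;1* a larger one in XY than in PS, by 1.32 (standard error 0.26, adjusted p = 0.00114). *EBF1* had a larger effect in XY than in PS, by 0.80 (adjusted p = 8.72e-06).

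**Figure D4:**
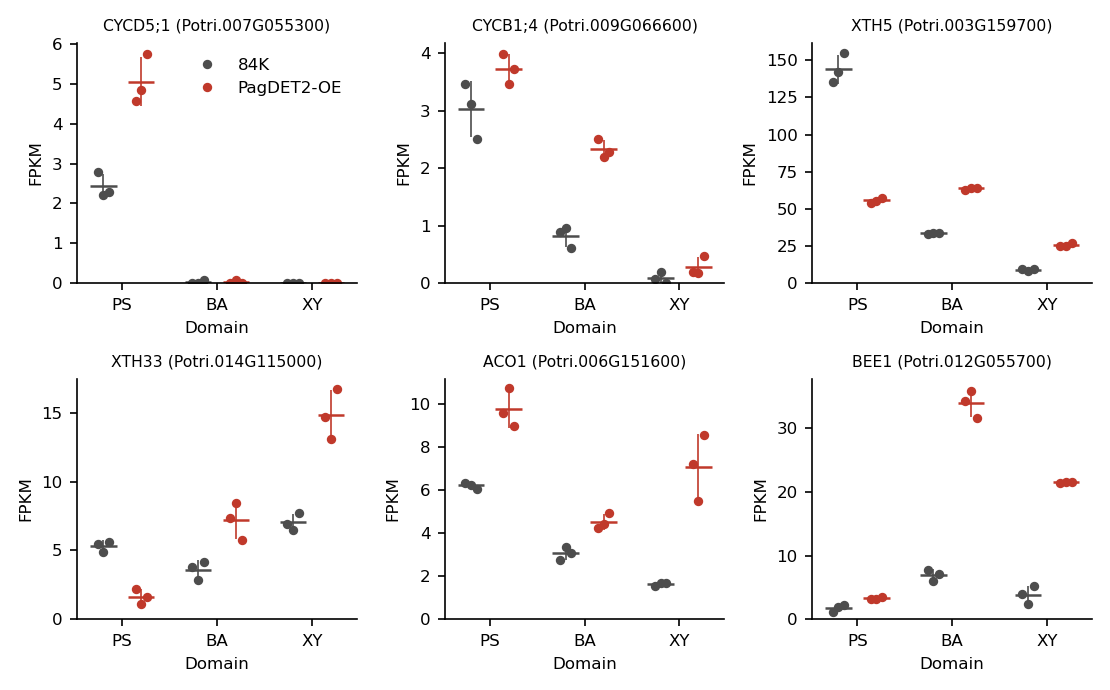
FPKM of *CYCD5;1*, *CYCB1;4*, *XTH5*, *XTH33*, *ACO1* and *BEE1* in each of the 18 libraries, by domain and genotype, with the mean and 1 SD (n = 3). The 3 libraries of *PagDET2*-OE and of 84K do not overlap for *CYCD5;1* in PS, *CYCB1;4* in BA, and *XTH5*, *XTH33*, *ACO1* and *BEE1* in XY.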

**FIGURE 7:**
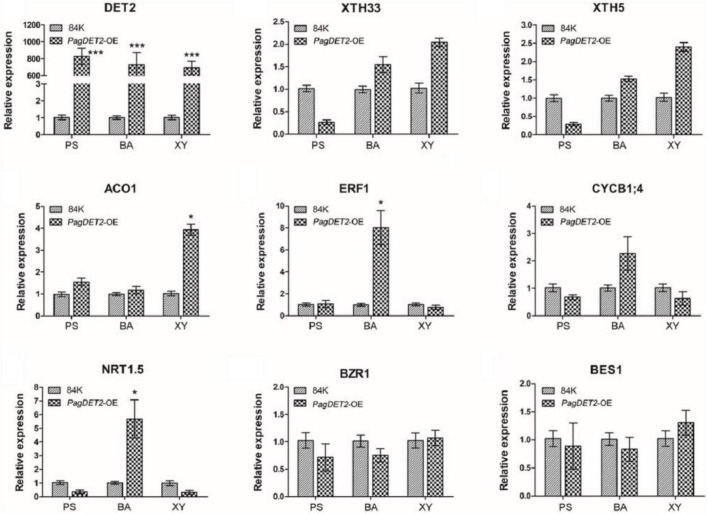
Expression analysis of representative genes in the PS, BA, and XY domains of 84K wild-type and *PagDET2* overexpression lines. PS, primary stem; BA, bark; XY, xylem. Mean ± SD. * and *** indicated significant difference at *P* < 0.05 and *P* < 0.001, respectively (Student’s *t*-test).

The DEGs of PS, BA, and XY in seven modules were clustered by weighted gene co-expression network analysis (WGCNA) (Supplementary Figure 6 and Supplementary Table 13). The genes in brown and black modules showed elevated expression within the PS domain of *PagDET2*-OE lines. GO enrichment analysis indicated that enriched genes were involved in glucose metabolism, nitrogen metabolism, chromatin modification, small peptide synthesis, photosynthesis, cell division, and vascular tissue development. They can also participate in some ethylene response pathways. The enriched genes from turquoise, green, and red modules showed elevated expression within the BA domain of *PagDET2*-OE lines. The GO enrichment showed that these genes were mainly responsible for auxin transport, small peptide synthesis, programmed cell death, secondary cell wall synthesis, and vascular meristem growth (Supplementary Figure 7 and Supplementary Table 14).

## Discussion

The wood biomass accumulation in woody trees is determined by the cambium meristem cell division and XY cell differentiation. Overexpression of *PtoDWF4, PtCYP85A3, PtoDET2*, *and PagDET2* in poplar can increase the content of endogenous BRs, enhancing the wood formation (Jin et al., 2017; Shen et al., 2018; Du et al., 2020; Fan et al., 2020). However, the molecular mechanism of BRs in vascular cambium activity remains to be further elucidated.

In this study, the endogenous CS level was elevated in the poplar stem through overexpressing *PagDET2*, which encodes a 5α-reductase and acts as an early rate-limiting enzyme in the BRs synthesis pathway. *PagDET2* overexpression lines promoted apical and radial growth, thus enhancing stem height and stem diameter in the transgenic trees. The histology analysis showed that the cell numbers of Ph, vascular cambium, and XY domains were significantly increased within the secondary vascular tissues. The *PagDET2* overexpression lines used in this experiment had a better growth phenotype than before used in a previous study (Du et al., 2020), which may be due to the greater increase in gene expression level.

We further analyzed the gene expression changes in response to the elevated endogenous CS signal in shoot apical and secondary vascular stems at the whole genome level. Genes involved in PS cell division and differentiation were significantly enriched in the DEGs of the PS domain. 

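Histones and cytosolic ribosomal proteins rose as sets in PS, and some cell-cycle genes rose with them. Of 55 histone genes tested, 33 were higher and none was lower (38 and 0 adjusted over the list alone). Their median log2 fold change was 0.36, with a camera adjusted p of 2.67e-17 (adjusted p = 0.0379 with an estimated correlation). *HTB1* (Potri.010G230801), a histone H2B, went from 63.7 ± 5.39 to 93.9 ± 3.56 CPM (log2 fold change 0.56, standard error 0.07, adjusted p = 4.65e-05 from edgeR's quasi-likelihood test). Of 183 cytosolic ribosomal proteins, 104 were higher and none was lower (132 and 1 adjusted over the list alone), with a camera adjusted p of 4.98e-32 (adjusted p = 0.027 with an estimated correlation). Of 58 cyclins and B-type cyclin-dependent kinases, 16 were higher and none was lower (21 and 0 adjusted over the list alone), with a median of 0.20 and a camera adjusted p of 3.66e-05 (adjusted p = 0.197 with an estimated correlation). The mitotic kinase *CDKB2;1* (Potri.005G257500) went from 80.7 ± 1.71 to 109 ± 5.95 CPM (log2 fold change 0.44, standard error 0.06, adjusted p = 0.000118), and *CYCD3;1* (Potri.009G097800), a cyclin of the transition into S phase, from 8.76 ± 1.31 to 17 ± 1.72 CPM (log2 fold change 0.95, adjusted p = 0.000208). Among 91 kinesins and tubulins, 28 were higher and 4 lower (32 and 7 adjusted over the list alone), with a camera adjusted p of 0.000592 (adjusted p = 0.231 with an estimated correlation). With the 2-fold threshold, 1 of the 58 cell-cycle genes (*CYCD5;1*) and none of the 55 histones were DEGs, and neither list was over-represented (one-sided Fisher's exact test, adjusted p = 0.888 for the cell cycle and 1 for histones).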

Genes involved in cambium meristem cell division and differentiation, vascular tissue development, and secondary cell wall synthesis related to cellulose and lignin metabolism were significantly enriched in the DEGs of the BA and XY domains. 

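More genes of the lists of cellulose and xylan and of lignin synthesis were lower than higher in BA. More genes of the cellulose and xylan list, which also holds *FLA11* and *FLA12* genes, were higher than lower in XY. In BA, 6 of 43 genes of cellulose and xylan synthesis in the secondary wall were higher and 16 lower (11 and 21 adjusted over the list alone), with a camera adjusted p of 0.00427 (adjusted p = 0.199 with an estimated correlation). In XY, 36 of 51 were higher and none was lower (37 and 1 adjusted over the list alone), with a camera adjusted p of 7.78e-21 (adjusted p = 0.183 with an estimated correlation). In 84K, these genes were higher in XY than in BA by a median of 5.13 on the log2 scale and the lignin genes by 3.72. Phloem markers had 5 of 20 higher and 1 lower in BA of *PagDET2*-OE lines (6 and 1 adjusted over the list alone), and none of 7 higher and 3 lower in XY (0 and 3). *COBL4* (Potri.004G117200), a protein of cellulose deposition, rose in XY from 354 ± 6.74 to 826 ± 61.5 CPM (log2 fold change 1.22, standard error 0.05, adjusted p = 1.94e-11 from edgeR's quasi-likelihood test). The cellulose synthase *CESA4* (Potri.002G257900) fell in BA from 400 ± 19.8 to 266 ± 17.5 CPM (log2 fold change -0.59, standard error 0.06, adjusted p = 3.24e-05). In XY its log2 fold change was -0.06, with 0.15 and 0.22 for copies of *CESA7* and 0.33 and 0.235 for copies of *CESA8*. Another copy of *COBL4* (Potri.015G060100) had 0.18 in XY. The *FLA11* and *FLA12* copies tested in both domains ranged from 0.02 to 1.16 in XY and from -0.73 to 0.91 in BA. Of 60 genes of lignin synthesis in BA, 2 were higher and 22 lower (4 and 29 adjusted over the list alone), with a camera adjusted p of 6.86e-11 (adjusted p = 0.0277 with an estimated correlation). *C4H* (Potri.013G157900), the hydroxylase of cinnamic acid, fell there from 247 ± 8.62 to 157 ± 1.29 CPM (log2 fold change -0.65, adjusted p = 7.36e-06). In XY, 16 of 63 lignin genes were higher and 7 lower (19 and 9 adjusted over the list alone), with a camera adjusted p of 0.0233 (adjusted p = 0.611 with an estimated correlation). With libraries scaled by their totals alone they were 10 and 9, and cellulose and xylan genes in XY 32 and 2. In XY another copy of *C4H* (Potri.018G146100) rose from 46.7 ± 0.936 to 88.9 ± 0.441 CPM (log2 fold change 0.93). The NAC and MYB regulators of wood formation had 12 of 31 lower and none higher in BA (13 and 0 adjusted over the list alone), with a camera adjusted p of 9.05e-06 (adjusted p = 0.0521 with an estimated correlation). *NST1* (Potri.011G153300) was among them, from 50.5 ± 3.19 to 31.2 ± 1.12 CPM (adjusted p = 0.000102). Of 29 cambium regulators in BA, 1 was lower and none higher, as also when adjusted over the list alone, and of 23 in XY, 1 was higher and 3 lower (1 and 3), with a camera adjusted p of 0.0264 (adjusted p = 0.324 with an estimated correlation). In XY the cambium regulator *WOX4* (Potri.014G025300) rose from 51.6 ± 2.60 to 64.8 ± 1.95 CPM and *ANT* (Potri.002G114800), a growth regulator of meristems, fell from 5.26 ± 0.851 to 2.54 ± 0.735 CPM. Among the DEGs, cellulose and xylan genes were over-represented in XY (7 genes, one-sided Fisher's exact test, adjusted p = 0.00664) and wood regulators in BA (5 genes, all lower, adjusted p = 0.000349). Lignin genes gave an adjusted p of 0.82 in XY with 2 DEGs.

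**Figure D5:**
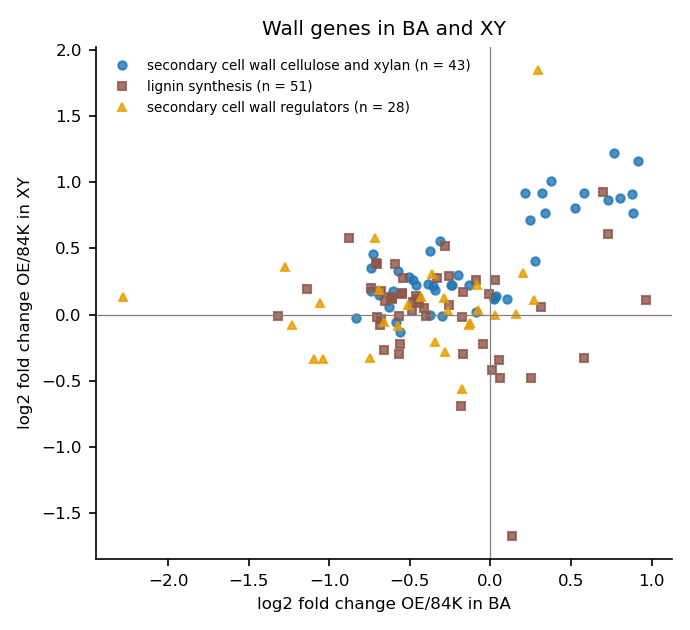
Log2 fold change between *PagDET2*-OE and 84K in BA (x axis) and in XY (y axis) for the tested genes of cellulose and xylan synthesis, lignin synthesis and wood regulators. By sign alone, whether or not a gene passed, 20 of 43 cellulose and xylan genes, 27 of 51 lignin genes and 12 of 28 regulators lie below 0 in BA and above 0 in XY, and 0, 6 and 1 lie the other way.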

Representative gene, such as *CYCB1; 4*, related to the cambium cell division, was significantly elevated in the BA domain of *PagDET2* overexpression lines. 

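A second *CYCB1;4*-like gene, Potri.001G272000 (chromosome 1, 27938069 to 27941054), also rose in BA, from 18.8 ± 1.55 to 33.3 ± 3.94 CPM (log2 fold change 0.82, standard error 0.11, adjusted p = 0.000274 from edgeR's quasi-likelihood test). Other genes of mitosis rose with it. *CDKB2;1* (Potri.005G257500) went from 40.4 ± 2.36 to 65.0 ± 2.89 CPM (log2 fold change 0.69, adjusted p = 7.77e-05). The B-type cyclins *CYCB1;2* (Potri.006G035200) and *CYCB2;4* (Potri.002G010000) went from 22.0 ± 3.39 to 38.2 ± 2.47 CPM and from 13.9 ± 1.46 to 24.4 ± 1.59 CPM. Of 53 cyclins and B-type cyclin-dependent kinases tested in BA, 16 were higher and 2 lower (22 and 3 adjusted over the list alone). Their median log2 fold change was 0.26 and the camera adjusted p 9.05e-06 (adjusted p = 0.056 with an estimated correlation). Histones, by contrast, had 4 of 54 genes higher and 2 lower, with the same counts adjusted over the list alone.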

XTHs are involved in polysaccharide metabolism and play an important role in the assembly, decomposition, and remodeling of the cellulose/xylan network (Eklof and Brumer, 2010). 

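*XTH5* and *XTH33* moved in opposite directions in the primary stem and in the bark. In BA, *XTH5* (Potri.003G159700) went from 63.1 ± 0.750 CPM in 84K to 119 ± 3.08 CPM in *PagDET2*-OE lines (log2 fold change 0.92, standard error 0.06, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test). *XTH33* (Potri.014G115000) went from 4.18 ± 0.818 to 8.35 ± 1.47 CPM (log2 fold change 0.996, standard error 0.20, adjusted p = 0.00551), just under 2-fold. Without OE replicate 3, 84K replicate 1 or 84K replicate 3 its log2 fold change was 1.12, 1.02 and 1.13, above 2-fold. In PS, *XTH5* fell from 268 ± 18.8 to 104 ± 3.71 CPM (log2 fold change -1.36, adjusted p = 7.71e-10) and *XTH33* from 6.16 ± 0.473 to 1.91 ± 0.649 CPM (log2 fold change -1.71, adjusted p = 0.000171). The effect on *XTH5* was larger in BA than in PS by 2.25 on the log2 scale (standard error 0.09, adjusted p = 4.95e-15) and larger in XY than in BA by 0.69 (adjusted p = 2.11e-05). The effect on *XTH33* was larger in BA than in PS by 2.69 (standard error 0.31, adjusted p = 1.45e-06), and between XY and BA the difference was 0.18 (adjusted p = 0.731).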

*XTH5* and *XTH33* were up-regulated in the BA and secondary XY domain in the *PagDET2* overexpression lines.

Brassinosteroids can collaborate with GA and ethylene signal pathways in regulating cell division and differentiation (Gallego-Bartolome et al., 2012; Vahala et al., 2013; Unterholzner et al., 2015; Zhao et al., 2021). *GA20ox2* is elevated in the PS of *PagDET2* overexpression lines. 

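Of 37 gibberellin genes tested in PS, 5 were higher and 5 lower in *PagDET2*-OE lines, with the same counts adjusted over the list alone. *GASA1* (Potri.005G239100), a peptide gene induced by gibberellin, went from 4.31 ± 0.916 to 11.0 ± 2.04 CPM (log2 fold change 1.34, standard error 0.19, adjusted p = 0.000185 from edgeR's quasi-likelihood test). The gibberellin-regulated genes Potri.014G020100 and Potri.012G076700 went from 99.5 ± 5.75 to 152 ± 10.3 CPM and from 51.2 ± 5.73 to 102 ± 13.6 CPM. Among the lower genes in PS, copies of *GA20OX2* (Potri.012G132400 and Potri.015G134600) and of *GA2OX8* (Potri.001G418200) had log2 fold changes of -0.33, -0.69 and -1.25 (adjusted p = 0.0213, 0.0269 and 0.017). Without 1 replicate these adjusted p rose to at most 0.0919, 0.115 and 0.0807. In XY, where 5 of 27 gibberellin genes were higher and 4 lower (5 and 9 adjusted over the list alone), the receptor gene *GID1B* (Potri.014G135900) went from 1.27 ± 0.569 to 5.54 ± 0.871 CPM and *GA2OX1* (Potri.011G095600), which inactivates gibberellin, from 0.167 ± 0.147 to 2.12 ± 0.455 CPM. Another copy of *GA2OX1* (Potri.001G378400) fell there from 4.92 ± 0.826 to 1.63 ± 0.614 CPM (adjusted p = 0.00086). The 5 DEGs of that list in XY, 4 higher and this copy lower, gave an adjusted p of 0.00728 (one-sided Fisher's exact test), while camera gave an adjusted p of 0.447 with a median log2 fold change of -0.16 (adjusted p = 0.661 with an estimated correlation). In BA, 3 of 31 were higher and 2 lower (5 and 4 adjusted over the list alone).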

Overexpression of *GA20ox* in hybrid poplar can enhance XY differentiation and increase the length of wood fibers (Eriksson et al., 2000; Mauriat and Moritz, 2009). *ACO1* was elevated in the XY domain of *PagDET2* overexpression lines. 

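Other genes of the ethylene pathway rose in BA and XY, among them receptors and negative regulators of the response. *CTR1* (Potri.010G234700), a kinase that represses the pathway, went from 76.7 ± 7.95 to 203 ± 7.86 CPM in XY (log2 fold change 1.40, standard error 0.07, adjusted p = 1.31e-10 from edgeR's quasi-likelihood test). The copies of the receptor gene *ETR2* (Potri.010G074300 and Potri.008G164400) had log2 fold changes of 0.92 and 0.84 in XY and of 0.85 and 0.69 in BA. Of 34 ethylene genes tested in XY, 14 were higher and 2 lower (14 and 3 adjusted over the list alone), with a camera adjusted p of 0.000351 (adjusted p = 0.158 with an estimated correlation). In BA, 15 of 38 were higher and 5 lower (20 and 6 adjusted over the list alone), with a camera adjusted p of 3.21e-06 (adjusted p = 0.0521 with an estimated correlation). In PS, 5 of 35 were higher and 7 lower, with the same counts adjusted over the list alone, and a copy of *EBF1* (Potri.006G254100) fell from 131 ± 4.76 to 75.3 ± 2.75 CPM (adjusted p = 2.51e-07), while the copy of Figure 6 (Potri.006G068500) rose there (log2 fold change 0.62, adjusted p = 0.000415). From the rise of *GA20ox2* in PS and of *ACO1* in XY, together with published work on these genes, the paper reads its data as a sign that gibberellin, ethylene signaling and BRs act together in the development of vascular tissue.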

Overexpression of *PttACO1* can stimulate the division activity of cambium and promote the growth of XY (Andersson-Gunneras et al., 2003; Love et al., 2009). The result indicates that GA, ethylene signal pathways, and BRs synergistically regulate vascular tissue development in woody plants, which provides good inspiration for our subsequent research. In summary, the elevated CS level by *PagDET2* can enhance the shoot elongation and stem internode numbers through elevating cell division and GA-related gene expression in the primary growth stem and enhance the stem radial growth and XY differentiation by elevating the ethylene response and secondary cell wall-related genes in the secondary growth stem. A working model of *PagDET2* in regulating woody poplar tree growth is shown in Supplementary Figure 8.

No significant difference was found in the growth between the artificial microRNA material (amiR-*DET2*) and wild-type controls. The synthesis of BR is a multiple enzyme involved complex process. The non-significant difference in *PagDET2* knockdown lines may be due to the compensation mechanisms from other enzymes in the pathway.

The analyses of the comprehensive secondary vascular tissue cell development and transcriptome data in this study provide a useful genomic resource for the woody tree research community. This study also provides molecular insights into the transcriptomic network underpinning vascular cambium and wood formation in poplar.

## Data availability statement

The data presented in this study are deposited in the GEO repository, accession number GSE176470.

## Author contributions

YW, YG, and JD performed the phenotype analysis of *PagDET2* transgenic lines. YW, YH, and JD carried out the RNA-seq data analysis. JD and HS designed the experiments. YW and JD wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Footnotes

1
https://phytozome-next.jgi.doe.gov

2
http://p-sams.carringtonlab.org/

3
http://www.metware.cn/

## Supplementary material

Supplementary Figure 1 Multiple alignments of DET2 amino acid sequences in *Arabidopsis thaliana (At)*, *Gossypium hirsutum (Gh)*, *Populus trichocarpa (Ptr)*, and *Populus alba* × *Populus glandulosa (Pag)*.

Supplementary Figure 2 The expression trend of *DET2* in vascular tissues of *Populus trichocarpa*.

Supplementary Figure 3 The phenotype of *PagDET2* knockdown lines and wild-type at 60-day-old.

Supplementary Figure 4 The anatomy analysis of wild-type and *PagDET2* overexpression lines. **(A)** Toluidine blue stained cross-sectional views of stem between different internodes (IN3, 5, 7, 9) of 45-day-old wild-type and *PagDET2* overexpression lines. **(B–D)** The cross-sectional diameter, Ph thickness, and XY thickness of wild-type and *PagDET2* overexpression lines. IN, internode; XY, xylem; Ph, phloem. Mean ± SD. *Indicate significant difference at *P* < 0.05 (Student’s *t*-test). Bars were indicated on the figures.

Supplementary Figure 5 The shoot apical meristem, the first, second, and third elongating stem internodes were collected and pooled together as the PS. The secondary stem internodes from 5th to 12th were cut, and the bark tissues, which include differentiating phloem and cambium meristem cells, were harvested and named BA. The surface tissues of the trunk were harvested as XY. PS, primary stem; BA, bark; XY, xylem.

Supplementary Figure 6 Gene co-expression analysis. The dendrogram showed the expression trends of differential genes in different tissues between *PagDET2* overexpression lines and wild-type controls, and the dendrogram was divided into seven different modules according to the similarity of expression trends.

Supplementary Figure 7 Gene ontology (GO) functional enrichment analysis on different gene expression modules. Scale is shown above the plot.

Supplementary Figure 8 Working model of *PagDET2* in regulating wood formation in poplar.

Supplementary Table 1 Sequence of the DET2 amino acid.

Supplementary Table 2 Sequence of the primers used in this study.

Supplementary Table 3 Growth comparison of *PagDET2* overexpression and wild-type controls.

Supplementary Table 4 Differentially expressed genes (DEGs) identified by comparing DET2-OE-PS with 84K-PS.

Supplementary Table 5 Differentially expressed genes (DEGs) identified by comparing DET2-OE-BA with 84K-BA.

Supplementary Table 6 Differentially expressed genes (DEGs) identified by comparing DET2-OE-XY with 84K-XY.

Supplementary Table 7 Gene ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) in the PS domain.

Supplementary Table 8 Gene ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) in the BA domain.

Supplementary Table 9 Gene ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) in the XY domain.

Supplementary Table 10 KEGG enrichment analysis of the differentially expressed genes (DEGs) in the primary stem (PS) domain.

Supplementary Table 11 KEGG enrichment analysis of the differentially expressed genes (DEGs) in the bark (BA) domain.

Supplementary Table 12 KEGG enrichment analysis of the differentially expressed genes (DEGs) in the xylem (XY) domain.

Supplementary Table 13 Gene annotation of each module.

Supplementary Table 14 Gene ontology (GO) enrichment analysis of each module genes.

How the deposited data were processed for this re-analysis (not part of the article)

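RNA-seq libraries from 18 samples were used: wild-type 84K and *PagDET2*-OE lines in PS, BA and XY, with 3 replicates in each of the 6 groups. The sample labels call the parts shoot apical meristem, cambium and xylem; they were read as PS, BA and XY from the paper's description and from Tables S4 and S5, whose columns pair the same libraries with PS and BA. The authors aligned the reads with HISAT2 (version 2.0.4) to the *P. trichocarpa* genome, counted fragments for each gene with StringTie (version 1.3.0) and deposited a single table of fragment counts and FPKM, the latter computed by the authors with a Perl script, together with Arabidopsis symbols and descriptions. No reads were used here. The counts are whole numbers and were the input of every test. FPKM were used for the figures, for the levels of *DET2* and as an alternative input. The deposited FPKM were checked against the deposited counts: the ratio of both, within a gene and after scaling by library total, had a median coefficient of variation of 0.0001% over 9931 genes with at least 100 counts in each library.

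Genotypes were compared within each domain over its 6 libraries. Genes with low counts were removed with filterByExpr of edgeR (minimum count 10, minimum total 15, large group 10, proportion 0.7), counts were scaled by TMM, and edgeR (version 4.0.16 under R 4.3.3) gave robust quasi-likelihood tests with Benjamini-Hochberg adjustment over all genes tested in the domain. DEGs had an adjusted p of at most 0.05 and a change of at least 2-fold, the thresholds the paper states. Standard errors of log2 fold changes were derived from the F statistics. Differences of the genotype effect between domains were tested as interaction terms in 1 fit of all 18 libraries. That fit takes the domains as independent, although libraries of different domains may come from the same trees. In 84K all 6 libraries of PS and BA correlated best with their own number (0.091 to 0.104, unequal numbers at most -0.0065). In the other pairings of domains 2 to 4 of 6 did. A limma alternative with genotype and replicate number as a block had a consensus correlation of 0.0631, and its counts are not given here. Samples of the 2 genotypes were not treated as pairs, because replicate numbers 1 and 2 did not mark matched samples in PS and XY. There 2 of 6 libraries correlated best with the library of the same number in the other genotype, and these were replicate 3 of each genotype. In BA all 6 libraries correlated best with their own number. Deviations of replicate 3 from its group mean correlated between genotypes at 0.158 in PS, 0.153 in BA and 0.085 in XY. The main fit does not model this shared deviation. A block for the number and replicate 3 as a batch are among the alternatives. Overlaps of DEGs between domains were tested with two-sided Fisher's exact tests over the genes tested in both.

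The table carries no GO or KEGG terms, so 28 lists of genes chosen by symbol and description took their place. They cover brassinosteroid biosynthesis, brassinosteroid catabolism, brassinosteroid signalling and response, auxin, gibberellin, ethylene, wounding and jasmonate, cell cycle, histones, cytosolic ribosomal proteins, kinesins and microtubules, *XTH* genes, expansins, cellulose and xylan of the secondary wall, its regulators, lignin synthesis, cambium regulators, CLE peptides, phloem markers, markers of xylem vessels and programmed cell death, epidermis and cuticle, nuclear photosystem genes, organelle genome-like genes, flavonoid synthesis, peroxidases, chitinases and pathogenesis-related proteins, heat shock proteins, and nitrate transport and nitrogen assimilation. Each was tested with camera of limma (version 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, with fry, and by a one-sided Fisher's exact test for over-representation among the DEGs, each adjusted over the 28 lists. The organelle list was matched on descriptions without regard to case and so also holds some nuclear genes of ribosomal proteins. Genes of other families that share a symbol were taken out of the lists after the data were seen.

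Genes named in the text follow a rule written before the data were examined, when part of the values in Table S4, Table S5 and Figure 6 had been seen: the 30 genes of Figure 6 and the paralog of *DET2*, the 8 largest changes in each direction and domain among genes with a mean of at least 5 CPM, 4 members of each list, and 5 genes for each contrast between domains. Other genes named were chosen after their values were seen: the 5 chitinase and thaumatin-like DEGs in PS, *CPD* and a copy of *GA2OX1* in XY, the lower gibberellin genes in PS, the DEGs that switch in another domain, those shared by all 3 domains, those without counts in a group, and those with few counts.

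Library totals ranged from 7983668 to 12052409 counts (median 9625227). A count of 0 was read as up to 3 counts, the bound at the 95% level, which is between 0.249 and 0.376 CPM per library. The tests were tried on simulated counts with 200 changed genes, at an adjusted p of at most 0.05 and without a fold threshold. At changes of 1.5-fold, 2-fold and 4-fold they recovered 57.6%, 88.1% and 100% in PS, 47%, 84.8% and 100% in BA, and 53.7%, 73.1% and 98.5% in XY. False calls were 5.8%, 11% and 6.8% of all calls in PS, BA and XY.

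The alternatives tried were RLE size factors, library totals alone, scaling without organelle genome-like genes and *DET2*, no filter on low counts, no fold threshold, the exact test of edgeR without a filter, DESeq2 (version 1.42.0), limma on log2(FPKM + 1) and on log2(FPKM + 0.1), 1 fit of all 18 libraries, a block for the replicate number, and leaving out each replicate in turn. Those added after seeing the data were replicates 1 and 2 summed, replicate 3 as a batch, the lists as first written, over-representation without *DET2*, and DEG counts without organelle genome-like genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The module analysis of the paper, its qRT-PCR and its anatomical measurements were not analysed here. Table S5 was held in part, with 541 of its 574 genes, and the later supplementary tables were not held.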

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

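The tests of list differences between domains, of the organelle genome-like genes, of the replicate distances and of gene models outside the table were chosen only after the result was seen. The splits, the test of neighbouring genes and the test of the spread between trees were set before.

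The genotype effect differed between domains for 2384 genes between BA and PS (1219 higher and 1165 lower in BA), 2606 between XY and PS (1317 and 1289) and 3428 between XY and BA (1776 and 1652), by edgeR interaction terms over 25726 genes at an adjusted p of at most 0.05. Of 100 drawn splits within the domains, the real one included, 1 gave a count as large in each contrast. The highest other counts were 501, 1729 and 2398. The draws shuffle genotype within each domain, so they stand for no genotype effect in any domain. They do not stand for an equal effect in all domains, so they cannot exclude chance as the source of these counts. Among the genes of Figure 6, the effect differed for 9 between BA and PS, 8 between XY and PS (*DET2* included) and 9 between XY and BA. Cytosolic ribosomal proteins had a median difference of -0.317 between BA and PS (camera adjusted p = 3.85e-27, and adjusted p = 0.034 with an estimated correlation). Ethylene genes had a median difference of 0.265 between BA and PS (adjusted p = 0.000137, and 0.0342 with an estimated correlation) and of 0.367 between XY and PS (1.42e-07 and 0.00682). Regulators of the secondary wall had a median difference of 0.53 between XY and BA (1.62e-05 and 0.0133).

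Organelle genome-like genes were lower in XY of the *PagDET2*-OE lines, 77 of 97 genes, with a camera adjusted p of 0.0286 with an estimated correlation. In BA 18 of 107 were higher, and the camera call was lost with an estimated correlation (adjusted p = 0.24). A smaller share of green cells would lower nuclear photosystem genes as well, and their median log2 fold change in XY was -0.013, which argues against it. A preparation set marked by the replicate number is argued against by the shares at equal numbers, which in XY were at least 3.76 times higher in 84K and in BA at least 1.81 times higher in *PagDET2*-OE lines. A preparation shared by the 3 *PagDET2*-OE libraries of XY cannot be told apart from the genotype, since preparation sets are not recorded and the SD of the share within either XY group was at most 0.0082%. An effect of the genotype on organelle transcripts stays open and was not tested.

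Replicates 1 and 2 were closer to each other than to replicate 3 in 6 of 6 groups, with chi-square per degree of freedom of 2.157 to 2.492 against 4.002 to 6.109 for pairs with replicate 3. A chance order is argued against by an exact p of 0.00412 for any of the 3 pairs being closest in all 6 groups, and library depth by closest totals in only 2 of 6 groups. A single library deposited as both replicates is argued against by the lowest distance between replicates 1 and 2, 2.157. Origin from 1 preparation cannot be told apart from other sources, since neither trees nor preparations are recorded for each library (highest distance 2.492). Deviations of replicate 3 from its group mean correlated between genotypes, at 0.158 in PS, 0.153 in BA and 0.085 in XY. Unequal numbers reached at most 0.107, 0.0534 and 0.0651. The genotypes have separate trees, so this argues against 1 tree for replicates 1 and 2 as the only source. A shared tree as a part of it stays open. No biological explanation was tested.

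Counts that switch between 2 levels within a group (highest CPM at least 5 times the lowest, highest count at least 100) occurred in 364 combinations of gene and group, over 184 genes. Fragments counted for a neighbouring gene model are argued against, since 2.7% had a gene within 5 kb that gained at least 50% of the lost counts (0.8% with neighbours swapped between genes). The middle library lay in the central part between the lowest and highest in 6.9%, which cannot decide on a continuous spread between trees. Its position was taken on the linear CPM scale among genes with a ratio of at least 5. A continuous spread on a log scale also puts the middle library near the lowest there. Fragments counted for gene models outside the table stay open, since these are not held, and 50% of the genes switched in 2 or more groups. None of these genes was a DEG by the quasi-likelihood test in the domain where it switched. The definition makes this likely in advance, since a spread of at least 5-fold within a group leaves little power to call a gene. A switch that follows the genotype would not meet the definition, so the DEGs cannot be taken as free of such counts. DEGs that switched in another domain numbered 1 in PS (Potri.019G074400), 1 in BA (Potri.003G061300) and 4 in XY (Potri.003G003500, Potri.003G206400, Potri.010G032700 and Potri.013G097300, with Potri.003G206400 lost without replicate 1 of 84K, adjusted p = 0.223). By the exact test without a filter, 9 switching genes in each domain were DEGs in the domain where they switched. No biological explanation was tested.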

How the results depend on the processing

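The alternatives with replicates 1 and 2 summed, replicate 3 as a batch, the lists as first written and *DET2* left out were chosen only after the results were seen. Unless a cause is given, the cause of a change was not tested.

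With the main settings, DEGs numbered 241 in PS, 294 in BA and 660 in XY. Without a fold threshold the counts were 3590, 2728 and 4122, since genes under 2-fold are then counted. The exact test without a filter gave 364, 541 and 1001, and limma on log2(FPKM + 1) gave 93, 124 and 349. DESeq2 gave 148 in PS. The fit of all 18 libraries gave 458 in BA and 1113 in XY. In BA, replicates 1 and 2 summed gave 188 and replicate 3 as a batch 451. The block for the replicate number gave 282, 413 and 684. Leaving out 1 replicate gave 216 to 276 in PS, 227 to 342 in BA and 602 to 749 in XY. Of the 10 splits of 3 against 3 libraries in each domain, 1 (the real one) gave a count that large, with highest other counts of 6, 4 and 2; 10 splits are too few for a share under 0.05.

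DEGs shared between domains rose without a fold threshold to 298 higher and 222 lower for PS and BA, 277 and 366 for PS and XY, 252 and 309 for BA and XY, and 83 and 105 for all 3. Without a filter on low counts they were 18 and 10 for PS and BA, 18 and 20 for PS and XY, 13 lower for BA and XY, and 9 higher for all 3.

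Lists that passed numbered 11, 11 and 10 in PS, BA and XY, and 3, 1 and 1 with an estimated correlation. Lists over-represented among the DEGs numbered 2, 3 and 7. This became 1 in PS with every gene with at least 1 count as background (nitrogen genes are lost, chitinases kept), 0 among higher DEGs in PS, 1 among lower DEGs in BA and 1 among lower DEGs in XY. With *DET2* left out the numbers stay, but the list of BR synthesis no longer passes camera in BA (adjusted p = 0.137). Library totals alone shift the counts of higher and lower genes in XY: lignin from 16 and 7 to 10 and 9, auxin from 11 and 19 to 7 and 23, cambium regulators from 1 and 3 to 1 and 6, epidermis from 2 and 0 to 0 and 0, and wood regulators from 7 and 3 to 4 and 4. More genes are then lower than higher for gibberellin (5 and 7), heat shock (11 and 13), ribosomal proteins (2 and 6), histones (2 and 3), and wounding and jasmonate (2 and 3) in XY, and lignin (5 and 6) in PS.

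The log2 fold change of *DET2* without 1 replicate lay between 7.73 and 8.11 in PS, 8.42 and 8.52 in BA, and 8.34 and 8.69 in XY. Genes with a different effect numbered 1617 to 2651 (BA and PS), 1984 to 2874 (XY and PS) and 2779 to 3561 (XY and BA). Of 7427 values of named genes under the alternatives, 7000 kept their call, 352 were weaker, 75 stronger and 0 reversed. Of 1092 values of lists, 1036, 34, 22 and 0.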

Differences from the paper's values

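The paper gives 375 DEGs in PS, 574 in BA and 1052 in XY, at an FDR of at most 0.05 and at least 2-fold; here they numbered 241, 294 and 660 at the same thresholds. Among the alternatives set before the data were examined, the exact test without a filter fell within 1.5 times of the paper's counts in all 3 domains (364, 541 and 1001). In PS, so did no filter on low counts (307), the replicate block (282) and leaving out replicate 3 of the *PagDET2*-OE lines or of 84K (276 each). In BA, the fit of all 18 libraries (458) and the replicate block (413) did, and in XY no filter (841), the fit of all 18 libraries (1113) and leaving out replicate 3 of the *PagDET2*-OE lines (749) or of 84K (744). The other alternatives set before did not reach this range: no fold threshold, RLE, DESeq2, limma on FPKM, library totals alone, scaling without organelle genome-like genes and *DET2*, and leaving out any other replicate. Also outside it were, in BA, no filter (366) and leaving out replicate 3 of the *PagDET2*-OE lines (322) or of 84K (342), the 18-library fit in PS (233) and the replicate block in XY (684). Replicate 3 as a batch, chosen after seeing the values, gave 293 in PS, 451 in BA and 715 in XY, within 1.5 times of the paper's, but drops 134 of the 375 genes in its Table S4 and 154 of the 541 genes held of its Table S5; its table for XY was not held.

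Table S4 of the paper has 208 lower genes in PS, against 128 here. No filter (162), the exact test (195), the replicate block (163) and leaving out replicate 3 of the *PagDET2*-OE lines (170) or of 84K (139) lie within 1.5 times, and the other alternatives set before do not. Of the paper's 375 genes in that table, 229 were DEGs here, all in the same direction, 118 had too few counts to be tested and 28 were tested and not DEGs. The exact test without a filter shares 352 of them.

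The paper names 3 cyclins together as higher in PS and BA, and *CYCB1;4* on its own as higher in BA. *CYCD5;1*, in its table for PS, and *CYCB1;4*, in its table for BA as far as held, were DEGs in the same domains here. *CYCP4;1* had log2 fold changes of 0.18 in PS and 0.50 in BA (adjusted p = 0.23 and 0.129 from edgeR's quasi-likelihood test) and rose in XY. *CYCB1;4* had 0.31 in PS (adjusted p = 0.268), and *CYCD5;1* had 1 count in each genotype in BA. The paper names *XTH5* and *XTH33* as higher in BA: both rose here by just under 2-fold, and *XTH33* exceeds 2-fold without replicate 3 of the *PagDET2*-OE lines, replicate 1 of 84K or replicate 3 of 84K. *GA20ox2* in PS and *ERF1* in BA, called higher in the paper, were not tested here, and both are called without a filter and by the exact test. *ERF1* has enough counts to be tested, and is called, without replicate 1 of the *PagDET2*-OE lines or without any single replicate of 84K; it is also called with replicates 1 and 2 summed, chosen after seeing the values. *EIN3* in BA, whose counts switch between replicates of either genotype in XY, is called by DESeq2, the exact test and without replicate 3 of the *PagDET2*-OE lines. *PsaA* and *PsbC* in BA had log2 fold changes of 2.24 and 2.30 (adjusted p = 0.127 and 0.136) and are called by DESeq2, the exact test, the fit of all 18 libraries and the replicate block, with *PsaA* also called without replicate 2 of the *PagDET2*-OE lines; both are called with replicate 3 as a batch, chosen after seeing the values. *MYB73* and *WAK2* in BA are called without a filter and by the exact test, and *ERF59*, *RLP1* and *NAC061* in BA and *PLIM2c* in XY by the exact test alone. *FLA12* in XY, at 1.46 (adjusted p = 0.0728), is called by the exact test, the replicate block and without replicate 3 of 84K, and with replicate 3 as a batch, chosen after seeing the values. *SCL5* in XY is called by DESeq2, the exact test and without replicate 1 of the *PagDET2*-OE lines. *BEE1* in PS, at 0.93 (adjusted p = 0.0134), exceeds 2-fold without replicate 3 of 84K (1.14) and is not called without replicate 1 of 84K (0.71, adjusted p = 0.0741). *PsbC* in PS is called lower with the replicate block, and with replicate 3 as a batch, chosen after seeing the values (adjusted p = 0.000382 and 9.77e-05). Some log2 fold changes in Tables S4 and S5 of the paper are spreadsheet error values and were read as missing.

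The paper finds genes of cell division enriched in the PS DEGs; here 1 of 58 cell-cycle genes was among them (one-sided Fisher's exact test, adjusted p = 0.888), though 16 were higher without regard to fold. It finds photosynthesis and BR biosynthesis enriched there. Here 0 of 61 nuclear photosystem genes and 1 of 15 BR genes, *DET2* itself, were DEGs (adjusted p = 1 and 0.522). These comparisons are not like for like, since the lists stand in for the GO and KEGG terms of the paper. Photosystem genes like those of the plastid genome are in the organelle list, which had 2 lower DEGs in PS. Of the paper's 375 DEGs in PS, 118 had too few counts to be tested here. It finds cellulose and lignin genes enriched in the DEGs of BA and XY. Here the cellulose and xylan list, which also holds *FLA11* and *FLA12* genes, was enriched in XY but had no DEG in BA. Lignin genes had 2 DEGs in each, all lower.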

Other observations

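The genes without counts in a group were singled out only after the results were seen; the list tests were set before. Expansins, which loosen the wall, were lower in PS for 7 of 20 genes and higher for 1 (7 and 2 adjusted over the list alone), with a camera adjusted p of 0.0101 (adjusted p = 0.348 with an estimated correlation). Copies of *EXPA8* (Potri.013G154700 and Potri.019G057500) fell by 0.89 and 1.52 on the log2 scale, *EXPB3* (Potri.019G101900) by 0.71 and *EXPA1* (Potri.004G123200) by 0.78. The 12 lower genes among 36 of wounding and jasmonate in PS (13 adjusted over the list alone, camera adjusted p = 0.000606, adjusted p = 0.079 with an estimated correlation) include *JAZ3* (Potri.010G108200), a repressor of the jasmonate response, and *LOX3* (Potri.001G167700), a lipoxygenase of jasmonate synthesis, with log2 fold changes of -0.64 and -0.61. In XY 2 copies of *MYC2* (Potri.003G092200 and Potri.001G142200), a regulator of that response, rose by 1.03 and 0.77. Nitrogen genes in PS had 5 of 24 lower and none higher (7 and 0 adjusted over the list alone), with a camera adjusted p of 0.0032 (adjusted p = 0.197 with an estimated correlation). Their 3 DEGs gave an adjusted p of 0.0244 (one-sided Fisher's exact test), and of 0.0518 with every gene with at least 1 count as background. The small heat shock genes Potri.008G062300 and *HSP17.6II* (Potri.006G223900) rose in all 3 domains, by 0.69, 0.79 and 1.33 and by 0.33, 0.71 and 0.73 on the log2 scale in PS, BA and XY.

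Counts of higher and lower genes in other lists were as follows, with the counts adjusted over the list alone in parentheses. Heat shock proteins had 17 and 4 of 121 in PS (19 and 4), 7 and 8 of 125 in BA (7 and 8), and 11 and 8 of 100 in XY (11 and 8). Genes of the epidermis and cuticle had 8 and 4 of 40 in PS (10 and 5), 2 and 1 of 21 in BA (2 and 1), and 2 and 0 of 13 in XY (2 and 0). Phloem markers had 0 and 2 of 18 in PS (0 and 2). In BA, where 5 of 20 were higher, the 1 lower gene was a copy of the sucrose transporter *SUC2* (Potri.013G115200), which fell by 0.98 on the log2 scale. Markers of xylem vessels and programmed cell death had 2 and 1 of 17 in PS (2 and 1), 3 and 1 of 11 in BA (3 and 1), and 6 and 1 of 14 in XY (7 and 1), with a camera adjusted p in XY of 0.00201 (adjusted p = 0.158 with an estimated correlation). In XY *XCP2* (Potri.002G005700), a peptidase of vessels, rose by 0.72. CLE peptides had 0 and 3 of 7 in BA (0 and 3), 2 and 0 of 4 in XY (2 and 1), and none of 8 in PS, with a camera adjusted p in BA of 0.0158 (adjusted p = 0.24 with an estimated correlation). Flavonoid genes had 10 and 0 of 27 in BA (11 and 1), with a camera adjusted p of 2.34e-05 (adjusted p = 0.125 with an estimated correlation), and 3 and 3 of 19 in XY (4 and 3).

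Genes of BR catabolism had 0 and 2 of 11 in PS (0 and 3), with a camera adjusted p of 0.00325 (adjusted p = 0.126 with an estimated correlation), 0 and 2 of 10 in BA (0 and 3), and 1 and 1 of 7 in XY (1 and 1). Genes of BR synthesis had 1 and 1 of 13 in BA (5 and 1), *DET2* included, with a camera adjusted p of 0.0147 (adjusted p = 0.171 with an estimated correlation; 0.137 by the preset correlation without *DET2*). Kinesins and tubulins had 26 and 11 of 86 in XY (30 and 11), with a camera adjusted p of 6.57e-05 (adjusted p = 0.158 with an estimated correlation). Cell-cycle genes had 7 and 3 of 44 in XY (9 and 4), histones 3 and 1 of 48 (1 and 0), and cytosolic ribosomal proteins 9 and 4 of 183 (2 and 0). Chitinases and pathogenesis-related proteins had 5 and 3 of 36 in BA (9 and 4) and 5 and 0 of 24 in XY (7 and 0), with a camera adjusted p in XY of 0.0158 (adjusted p = 0.248 with an estimated correlation). Expansins had 3 and 2 of 15 in BA (3 and 2) and 2 and 2 of 14 in XY (3 and 2). Peroxidases had 4 and 7 of 35 in BA (8 and 8) and 2 and 4 of 25 in XY (2 and 4). Genes of wounding and jasmonate had 2 and 3 of 31 in BA (3 and 3) and 2 and 1 of 20 in XY (2 and 1). *XTH* genes had 9 and 2 of 23 in BA (9 and 5), and nitrogen genes 3 and 4 of 21 in BA (3 and 4). In PS, cellulose and xylan genes had 4 and 2 of 30 (5 and 2), lignin genes 5 and 3 of 70 (5 and 3), wood regulators 2 and 3 of 33 (4 and 3), cambium regulators 1 and 4 of 26 (1 and 4), and organelle genome-like genes 8 and 2 of 68 (8 and 2). The median log2 fold change of these organelle genome-like genes was nevertheless -0.745, and their 2 DEGs were both lower. Their camera adjusted p was 0.106 in the lower direction (adjusted p = 0.891 with an estimated correlation). Wood regulators had 7 and 3 of 37 in XY (7 and 3).

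Several genes had no count in the libraries of a group. Against a floor of 3 counts over the group, the berberine family gene Potri.001G440700 was at least 11.6-fold higher in PS and at least 16.9-fold higher in BA of the *PagDET2*-OE lines. The pectin methylesterase gene Potri.003G002601 was at least 20.4-fold higher in BA, and *HPT4* (Potri.001G189900), a phosphotransmitter, at least 17.4-fold lower there. *PEX11D* (Potri.009G133900), of peroxisome division, was at least 84.7-fold lower in PS. Its counts also varied between replicates in other groups, with 0, 45 and 55 in BA and 68, 0 and 69 in XY of the *PagDET2*-OE lines. In 84K it had 50, 59 and 59 counts in BA and 0, 0 and 0 in XY. The fall in PS can therefore not be told apart from such switching. The counts stay under the 100 counts required above, so the gene is not among the switching genes counted there.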
